# Histone binding of ASF1 is required for fruiting body development but not for genome stability in the filamentous fungus *Sordaria macrospora*

**DOI:** 10.1128/mbio.02896-23

**Published:** 2023-12-19

**Authors:** Jan Breuer, Tobias Busche, Jörn Kalinowski, Minou Nowrousian

**Keywords:** histone chaperone, ASF1, filamentous fungi, fruiting body formation, chromatin, Hi-C, multicelllular development

## Abstract

The highly conserved eukaryotic histone chaperone ASF1 is involved in the assembly and disassembly of nucleosomes during transcription, DNA replication, and repair. It was the first chaperone discovered to be involved in all three of these processes. The filamentous fungus *Sordaria macrospora* is one of only two multicellular organisms where *asf1* deletions are viable, which makes it useful for *in vivo* analysis of this central regulator of eukaryotic chromatin structure. Deletion of *asf1* in *S. macrospora* leads to sterility, a reduction of DNA methylation, and upregulation of genes that are usually weakly expressed in the wild type. Here, we focused on the functions of the highly conserved core and the divergent C-terminal tail of ASF1, studied the effects of ASF1 on histone modifications, and tested its relevance for genomic stability. By co-immunoprecipitation and complementation analysis, we showed that substitutions of amino acid V94 or truncations of the C-terminal tail abolish histone binding and do not complement the sterile mutant phenotype. ∆asf1 is sensitive to the DNA-damaging agent methyl methanesulfonate, while complementation strains, even those with non-histone-binding variants, regain wild type-like resistance. The histone marks H3K27me3 and H3K56ac were shown to be influenced by the histone-binding capability of ASF1. To aid in subsequent analyses, we generated a chromosome-resolved genome assembly of *S. macrospora*. By using Hi-C, we detected a tandem duplication of around 600 kb on chromosome 2 in the mutant. Crossing experiments indicated linkage between the viability of Δasf1 strains and the presence of the duplication.

**IMPORTANCE:**

Histone chaperones are proteins that are involved in nucleosome assembly and disassembly and can therefore influence all DNA-dependent processes including transcription, DNA replication, and repair. ASF1 is a histone chaperone that is conserved throughout eukaryotes. In contrast to most other multicellular organisms, a deletion mutant of *asf1* in the fungus *Sordaria macrospora* is viable; however, the mutant is sterile. In this study, we could show that the histone-binding ability of ASF1 is required for fertility in *S. macrospora*, whereas the function of ASF1 in maintenance of genome stability does not require histone binding. We also showed that the histone modifications H3K27me3 and H3K56ac are misregulated in the Δasf1 mutant. Furthermore, we identified a large duplication on chromosome 2 of the mutant strain that is genetically linked to the Δasf1 allele present on chromosome 6, suggesting that viability of the mutant might depend on the presence of the duplicated region.

## INTRODUCTION

Multicellular development is a complex process that evolved independently in multiple branches of eukaryotes (1). In fungi, multicellular development evolved at least twice and possibly more times, the most prominent examples being the fruiting bodies of filamentous ascomycetes and basidiomycetes (2). To study the genetic background of multicellular development, simple, easy-to-handle model organisms are of particular interest. Several species of fungi have been proven to be usable models for the analysis of developmental processes, and the generation of complex, multicellular fruiting bodies of filamentous ascomycetes is an excellent example (3). *Sordaria macrospora*, a homothallic ascomycete that can form its perithecia in 7 days under laboratory conditions, has been used as a model to study fungal sexual development and multicellular development in general. During the formation of fruiting bodies in *S. macrospora*, at least 13 different cell types are generated, many of which cannot be found in vegetative mycelium (4). Sexual development and perithecia formation are accompanied by transcriptional changes, and transcriptomics can be a helpful tool to identify important developmental genes by reverse genetic approaches. A number of transcription factors and chromatin modifiers have been identified this way and have been proven to be fundamental for multicellular development (5). Among them is the conserved histone chaperone ASF1 that was shown to be upregulated during sexual development and is essential for this process in *S. macrospora* (6). ASF1 is involved in the assembly and disassembly of nucleosomes during transcription, replication, and DNA-repair and was the first chaperone found to be involved in all three of these processes. It mediates nucleosome assembly and disassembly in promoter regions during transcriptional activation and elongation in *Saccharomyces cerevisiae* (7). ASF1 is also important for histone modification by interacting with enzymes that mediate the corresponding modifications. For example, it has been shown to be involved in the acetylation of histone H3 at lysines 9 and 56 and also to play a role in the genome-wide deacetylation of histones (8, 9). The methylation of histones also appears to proceed in conjunction with ASF1. In *Mus musculus*, an altered distribution of H3K9me3 and H3K27me3 was shown under ASF1 deficiency. ASF1 was also proven to be important for histone recycling (10). Additionally, ASF1-depleted cells were shown to exhibit higher tendencies for double-strand breaks, showcasing a role of ASF1 during the maintenance of genomic stability (11). The function and structure of ASF1 is highly conserved in all eukaryotes. The 155 amino acids of the N-terminus of ASF1 form a globular core with conserved acidic patches that mediate interaction with the C-terminus of histone H3. ASF1 has been shown to interact with the histone H3-H4 heterodimer *in vitro* and *in vivo*. In addition to binding of H3, binding of the H4 C-terminus to ASF1 also occurs. ASF1 and the H3-H4 dimer can form a heterotrimeric complex, although both histones can be bound individually by ASF1 (7). The central role of ASF1 for eukaryotic chromatin structure is underscored by findings in human cell lines that showed all non-DNA bound histones H3 and H4 are bound to ASF1 (12, 13). Therefore, researching ASF1 functions during multicellular development might be fundamental for understanding the contribution of the chromatin landscape to the development in fungi and multicellular eukaryotes in general. Gaining insight into the functions of ASF1 is hindered by the fact that deletions of the respective gene are lethal in almost all higher eukaryotes. Thus, research on ASF1 was mostly conducted with ASF1-depleted cell lines, *in vitro* experiments, and studies of the unicellular *S. cerevisiae*, where an *asf1* deletion is viable (14–16). *S. macrospora* and *Arabidopsis thaliana* were shown to be exceptions in this regard, and deletions are viable in these organisms (6, 17) (for *S. macrospora*, this might depend on the presence of a secondary mutation as described in the results). Therefore, the analysis of *S. macrospora* ∆asf1 strains offers the unique opportunity to perform ASF1 research *in vivo* in a multicellular fungus. These strains were shown to be sterile, highlighting a central role of ASF1 during sexual development. Unexpectedly, the positioning of nucleosomes was not affected in *asf1* deletion strains. A significant reduction of DNA methylation was observed in *S. macrospora* ∆asf1, and a large number of genes that are usually weakly expressed in wild-type strains are upregulated in Δasf1, indicating a role of ASF1 during gene regulation and DNA methylation (18). The *S. macrospora* ASF1 has been shown to bind histones H3 and H4 (6); however, it has not yet been analyzed if the histone-binding activity is actually required for fruiting body formation. Therefore, in this study, we analyzed the histone-binding function of ASF1 and its connection to sexual development. We performed interaction studies and complementation analysis to verify the importance of amino acid V94 (valine at position 94), a highly conserved histone interaction site known from *in vitro* studies (7, 19). The C-terminal region of ASF1 is much less conserved than the first 155 amino acids, and parts of it do not exist in animal or plant models (Fig. 1). We generated truncated versions of this region of *asf1* and used these to perform interaction studies and complementation analysis to study the relevance of the divergent and functionally less well-studied C-terminus of ASF1. Additionally, we performed genomic stability assays based on growth under the influence of the genotoxic substance methyl methanesulfonate (MMS). We further focused on the role of ASF1 for chromatin structure by performing Hi-C (chromosome conformation capture with high-throughput sequencing) experiments with the wild type and the Δasf1 mutant. For improved analysis of the Hi-C data, we first generated a chromosome-level genome sequence of *S. macrospora*. Hi-C experiments were then used to compare the overall chromatin structure of young, vegetative mycelia to that of older, sexual mycelia and *asf1* deletion mutants. Participation of ASF1 in histone acetylation and deacetylation has been documented in *S. cerevisiae*, and a function during histone methylation is regarded as highly probable and connections to the effect on DNA-methylation and gene regulation might be possible (10). Therefore, we performed semiquantitative Western blot screenings for changes in H3K27me3 and H3K56ac in *asf1* deletion mutants and strains expressing altered ASF1 variants.

**Fig 1:**
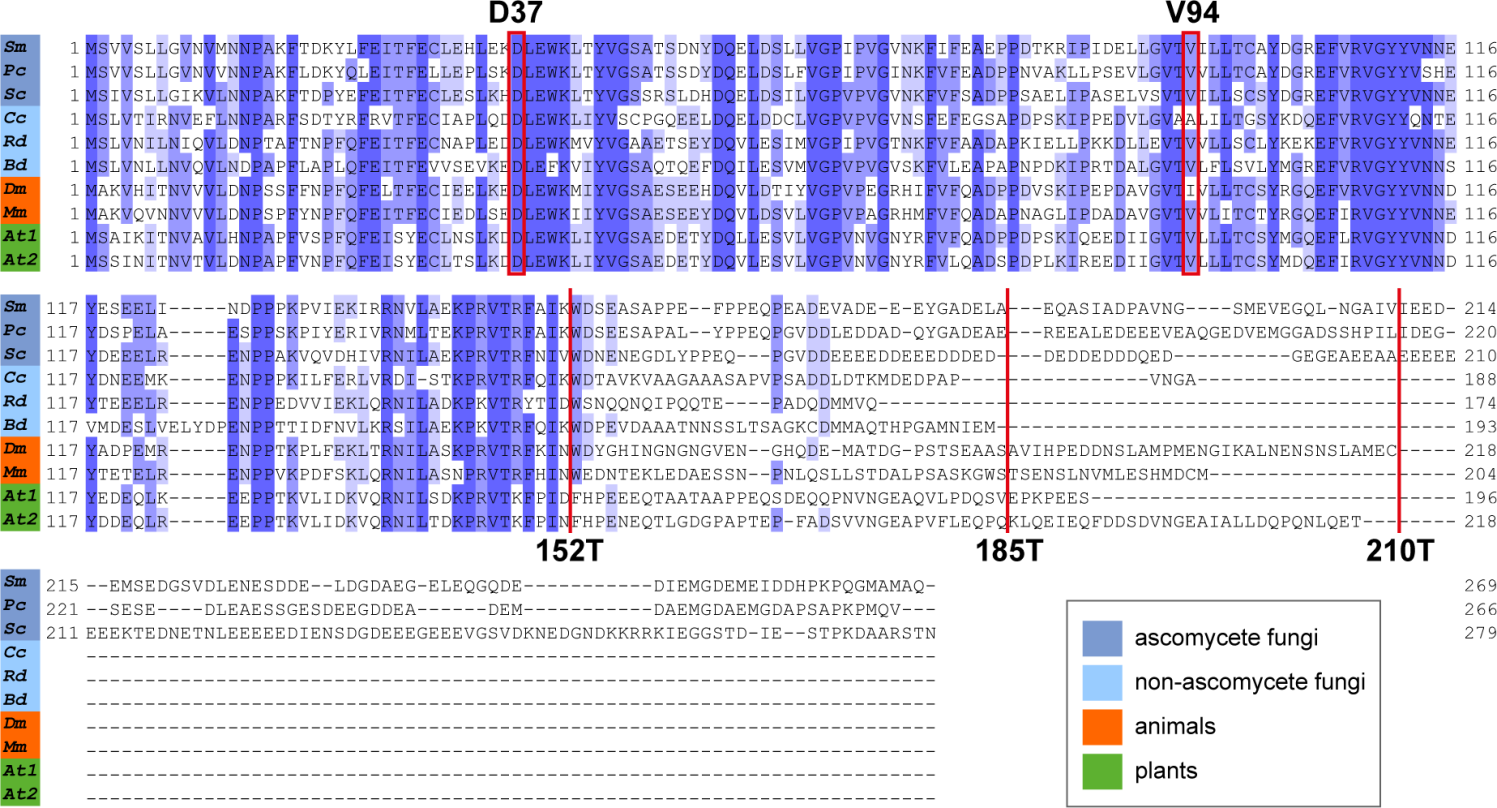
Alignment of ASF1 amino acid sequences from fungi, animals, and plants. The first 152 amino acids are highly conserved. The C-terminal region is more divergent, and parts of it exist only in ascomycete fungi. Positions D37 and V94 were substituted for functional analysis in this study. D37 is known as a HIRA interaction site in *Schizosaccharomyces pombe* (52), while V94 has been established as the H3-H4 interaction site (7, 19). Positions 152, 185, and 210 were targeted to create truncated ASF1 variants. Ascomycetes: *Sm*, *Sordaria macrospora* (KAA8632619.1); *Pc*, *Pyronema confluens* (ADZ55332.1); *Sc*, *Saccharomyces cerevisiae* (NP_012420.1). Basidiomycetes: *Cc*, *Coprinopsis cinerea* (XP_001834011.1). Mucoromycetes: *Rd*, *Rhizopus delemar* (EIE83079.1). Chytridiomycetes: *Bd*, *Batrachochytrium dendrobatidis* (KAJ8331661.1). Animals: *Dm*, *Drosophila melanogaster* (NP_524163.1); *Mm*, *Mus musculus* (AAH27628.1). Plants: *At*, *Arabidopsis thaliana* (NP_176846.1 and NP_198627.1). The taxonomic groups are color coded according to the legend in the figure.

## MATERIALS AND METHODS

### Strains, crosses, and growth conditions

All strains used in this study are summarized in Table S1 and were cultivated on either solid or liquid cornmeal medium (BMM) or complete medium (CM) at 25°C as previously described (20, 21). To perform genetic crosses, the spore color mutant fus was used as a partner to allow the identification of recombinant asci (22). Transformation of *S. macrospora* was performed as previously described (21).

### Cloning procedures, oligonucleotides, and plasmids

Plasmids encoding ASF1 variants with amino acid substitutions for complementation and interaction analysis were generated by PCR mutagenesis and yeast recombinant cloning (23). Golden Gate cloning was used to assemble plasmids encoding truncated ASF1 variants (24). Oligonucleotides for the generation of plasmids and integration tests are listed in Table S2. All plasmids used in this study are listed in Table S3.

### Histone interaction assay by co-immunoprecipitation

Plasmids coding for enhanced green fluorescent protein (eGFP)-tagged ASF1 variants were co-transformed together with plasmids encoding FLAG-tagged histones H3 or H4 into the *S. macrospora* wild-type strain SN1693 by protoplast transformation (25). The resulting strains were grown for 4 days at 27°C in 20 mL liquid BMM medium with 50 µg/mL nourseothricin. The mycelium was harvested by filtration and frozen in liquid nitrogen before being ground into powder and mixed with protein extraction buffer (26). Co-immunoprecipitation was performed according to the manufacturers’ instructions using GFP-Trap Beads (ChromoTek) and Anti-FLAG M2 Beads (Sigma-Aldrich). Raw and elution fractions were used for SDS-PAGE (27) before being transferred to a polyvinylidene fluoride (PVDF) membrane by Western blotting. Co-immunoprecipitation results were generated with two biological replicates each for eGFP trapping and FLAG trapping. Signals for eGFP and FLAG were detected by using mouse Anti-GFP JL-8 (Clontech), mouse anti-Flag (Sigma-Aldrich), and goat anti-mouse, horseradish peroxidase-linked (Cell Signaling) antibodies according to the manufacturers’ instructions.

### Complementation of *S. macrospora* with ASF1 variants and MMS tests

Plasmids for the expression of ASF1 variants were generated from wild-type genomic DNA with specific primers amplifying *asf1* with specific substitutions or a shortened C-terminus and cloned by Golden Gate Cloning (24) or via yeast homologous recombination (28). The *asf1* deletion strain SN1983 was transformed with the respective plasmids by protoplast transformation, resulting in ectopic integration of the plasmid (25). Complementation strains that did not gain fertility on their own were crossed against the wild type, and ascospores were isolated to obtain homokaryotic strains, while fertile transformants were used to isolate ascospores directly (22). Phenotypical characterization was performed by documenting the growth and fertility on BMM plates with a Stemi 2000-C stereomicroscope (Zeiss). To evaluate the resistance against MMS, all strains were inoculated on BMM plates with 0.007% MMS, and growth was observed over a span of 7 days. The validity of the MMS assay was tested by checking the persistence of the effect of MMS on *asf1* deletion mutants on 3-day-old plates over a period of 7 days.

### Microscopic analysis

For analysis of the subcellular localization of ASF1-eGFP fusion proteins, strains were grown on glass slides together with strains expressing H3-MRFP fusion proteins as described (29). Light and fluorescence microscopy was performed with an AxioImager microscope (Zeiss, Jena, Germany) with a Photometrix Cool SnapHQ camera (Roper Scientific). eGFP fluorescence was detected with Chroma (Bellows Falls, VT, USA) filter set 41017 (HQ470/40, HQ525/50, Q495lp), and mRFP fluorescence was detected with set 49008 (EG560/40×, ET630/75  m, T585lp). Images were further handled by using MetaMorph (Molecular Devices). Images of perithecia of strains grown in petri dishes with BMM medium were taken with an MZ10F stereomicroscope with a Flexacam C3 microscope camera (Leica, Wetzlar, Germany).

### Extraction and sequencing of genomic DNA from *S. macrospora*

For DNA preparation for nanopore sequencing, the wild-type strain SN1693 was grown for 2 days at 27°C in 20 mL liquid CM (25) in petri dishes, harvested by filtration and ground in liquid nitrogen. Five hundred micrograms of ground mycelium was used for extraction of high-molecular-weight DNA with the NucleoBond HMW-Kit (Macherey-Nagel, Düren, Germany) according to the manufacturer’s instructions. A sequencing library with wild-type genomic DNA was prepared using the Nanopore DNA Ligation Sequencing Kit (SQK-LSK109; Oxford Nanopore Technologies, Oxford, UK) according to the manufacturer’s instructions. Sequencing was performed on an Oxford Nanopore GridION Mk1 sequencer using an R9.4.1 flow cell, which was prepared according to the manufacturer’s instructions. Basecalling was performed using guppy (version 5.0.11) with the super-accurate basecalling model. A total of 290,927 reads were obtained with an average read length of 15,874 bp and an N50 of 23,018 bp.

For DNA preparation for Illumina sequencing of the Δasf1 mutant, the Δasf1 strain SN1983 was grown for 3 days at 27°C in 20 mL liquid CM in petri dishes, harvested by filtration, and ground in liquid nitrogen. DNA preparation was performed as described previously for *Pyronema confluens* (30). Library preparation and Illumina sequencing of a 300 bp insert library (150 bp paired-end sequencing) were performed at Novogene (Cambridge, UK).

### Genome assembly and annotation

Nanopore reads were assembled with SMARTdenovo (available at https://github.com/ruanjue/smartdenovo, accessed on 29 June 2021), resulting in nine contigs with a total size of 39.4 Mb. The initial assembly was subjected to four rounds of correction with Racon (31) using the nanopore reads for correction and, subsequently, three rounds of correction with pilon (version 1.24) (32) based on previously generated *S. macrospora* genomic Illumina reads (33) [National Center for Biotechnology Information (NCBI) Sequence Read Archive database, accession number SRR5749461. BLAST comparisons (34) with a previously generated *S. macrospora* genome assembly (35) showed that the smallest contig (161 kb) most likely contained mitochondrial DNA. This contig was removed, and the remaining eight contigs were analyzed for putative telomeric repeats (sequence TTAGGG) using a custom-made perl program. Telomeric repeats were found at both ends of five contigs and at one end each in the remaining three contigs. Of the latter, one contig contained the rDNA repeats at the end without telomeric repeats. The other two non-telomeric contig ends were compared to each other and found to have an overlap of 2.2 kb with 100% sequence identity, making it likely that these contigs were part of the same chromosome. The contigs were fused manually, and the junction was checked for continuity by mapping the nanopore reads to the assembly with graphmap (36). The resulting assembly consists of seven contigs with a total size of 39.4 Mb and an N50 of 5.7 Mb. Comparison to the genome assembly of the closely related ascomycete *Neurospora crassa* (FungiDB version 52) (37, 38) was performed with nucmer from the MUMmer package (version 4.0.0rc1) (39).

Genome annotation of protein-coding genes was performed with MAKER (version 3.01.03) (40) based on transcripts and proteins from a previous annotation of the *S. macrospora* genome (33) as well as on the *N. crassa* proteins (38) from FungiDB (version 52) (37). tRNAs were annotated with tRNAscan-SE (version 2.0.8) (41). rDNA repeats were annotated manually based on BLAST comparisons. *S. macrospora* locus tags from a previous annotation (33) were mapped onto the predicted gene models based on BLAST results. Approximately 1,200 gene models were manually corrected in the genome browser Artemis (42) based on RNA-Seq data generated previously (18, 43) (NCBI GEO accession numbers GSE33668 and GSE92337) that were mapped to the assembly with Hisat2 (version 2.2.1) (44).

### Western blot analysis of histone modifications

Western blot screenings were performed with antibodies against histone modifications previously suspected to be influenced by ASF1. The wild-type strain SN1693, the ∆asf1 strain SN1983, and complementation strains expressing *asf1* variants with amino acid substitutions or a truncated c-terminal region were cultivated in liquid CM (25) for 3 and 4 days, respectively, at 27°C, harvested by filtration and washed with an isotonic buffer established for protoplasts (PPP) (21). Samples were frozen in liquid nitrogen and ground into a fine powder. Proteins were extracted by mixing the powder with extraction buffer [50-mM Tris-HCl, pH 7.5, 250-mM NaCl, 0.05% NP-40, 0.05% β-mercaptoethanol, 0.3% (vol/vol) Protease Inhibitor Cocktail Set IV (Calbiochem)] and 20-min centrifugation. Protein concentrations were determined by Bradford assays (45) and equal amounts were loaded and separated by SDS gel electrophoresis and transferred to a PVDF membrane by Western blotting. Antibodies against target histone modifications were used to detect respective bands (anti-H3K27Me3, #9733, Cell Signaling; anti-H3K9Me, #ABE101, Merck Millipore; anti-H3K56Ac, #61061, Active Motif; anti-H3K9Ac, #39038, Active Motif; anti-H3, #9715, Cell Signaling); detection protocols are summarized in Table S4. Band strengths were compared by using a ChemiDoc XRS+ system (BioRad) with Image Lab (version 4.0) software (BioRad). Normalization for the total amounts of protein in the samples was based on Coomassie-stained gels run in parallel. The level of histone H3 was assessed as an internal control.

### Hi-C sample preparation

Young wild-type samples of SN1693 where cultivated for 2 days at 27°C in liquid CM (25). Samples for the older wild type were grown for 5 days, and those for ∆asf1 SN1983 were grown for 3 days under the same conditions. Mycelium was harvested by filtration, washed with PPP (21), and frozen in liquid nitrogen. The Omni-C library was prepared using the Dovetail Omni-C Kit according to the manufacturer’s protocol with additional changes to enable the use on *S. macrospora*. Briefly, the chromatin was fixed with 1% formaldehyde for 10 min at room temperature on a spinning wheel and quenched by bringing the solution up to 200-mM glycine. The cross-linked chromatin was then digested *in situ* with DNase I according to the manufacturer’s instructions. Following digestion, the cells were lysed in 1% SDS to extract the chromatin fragments, and the chromatin fragments were bound to chromatin capture beads. Next, the chromatin ends were repaired and ligated to a biotinylated bridge adapter followed by proximity ligation of adapter-containing ends by using the reagents supplied by the Dovetail Omni-C Kit. After proximity ligation, the cross-links were reversed at 68°C in Dovetail cross-link reversal buffer and 1-µg/µL Proteinase K overnight. The DNA was purified with SPRIselect Beads (Beckmann Coulter), and 150 ng was converted into a sequencing library using Illumina-compatible adaptors by using the Dovetail Library Module for Illumina. Biotin-containing fragments were isolated using streptavidin beads prior to PCR amplification. Illumina sequencing (150-bp paired end) was performed by Novogene.

### Generation of Hi-C maps

Hi-C maps were created by following the Dovetail Omni-C pipeline with adjustments for the genome of *S. macrospora*. Reads were trimmed with fastp (version 0.23.2) (46) and mapped to the reference genome of *S. macrospora* SN1693 by using BWA-MEM (version 0.7.17) with default parameters (47). Valid ligation events were recorded by using pairtools (version 1.02) (48) parse with a min-map quality of 40 and a max-interalign gap of 30 before being sorted by pairtools sort. PCR duplicates were removed by using pairtools dedup, and the pairs file was generated by pairtools split. The hic matrix was generated by using juicertools (version 1.6.2) (49) with standard parameters.

## RESULTS

### A chromosome-level genome assembly of *S. macrospora*

The nuclear genome of *S. macrospora* was previously shown by pulsed-field gel electrophoresis to consist of seven chromosomes (21). Prior to our study, three genome assemblies of *S. macrospora* have been generated with increasing continuity (33, 35, 50); however, even the latest genome assembly still consists of 584 scaffolds (33) and would therefore be unsuited for analyses at chromosome level. Therefore, to aid in the planned Hi-C analyses, we generated a chromosome-level genome assembly of *S. macrospora* based on nanopore sequence reads. The new assembly (*S. macrospora* genome, version 04) consists of seven gapless contigs with a total size of 39.4 Mb (Fig. S1), which is similar in size to previous assemblies and to estimates by pulsed-field gel electrophoresis of 39.5 Mb (21, 33, 35, 50). Six of the seven contigs have telomeric repeats at both ends, whereas 1 contig has telomeric repeats at one end and 10 copies of the ribosomal RNA (rRNA) genes at the other end with the repetitive nature of the rRNA genes most likely preventing assembly of telomeric repeats at that end. This indicates that the seven contigs represent the seven chromosomes of *S. macrospora*. A comparison with the genome assembly of the closely related ascomycete *Neurospora crassa* showed a high degree of synteny for the seven chromosomes of each species, consistent with previous analyses of smaller genomic regions of the two fungi (35, 51) (Fig. S1). Thus, a chromosome-level assembly for *S. macrospora* is now available and can be used for analyses at chromosome level.

### *S. macrospora* ASF1 depends on V94 and large parts of the C-terminus to accomplish histone binding

The function and structure of ASF1 are highly conserved in all eukaryotes, and it has been described as a central histone chaperone that binds the histones H3 and H4 as a dimer and individually. The first 155 amino acids form a globular core in which acidic patches allow for the interaction with both histones (7). Especially the area surrounding position V94 has been shown to be essential for ASF1-histone binding in yeast (19). However, little is known about the functions of the C-terminal tail. This region is much more divergent than the globular core, and parts of it exist in fungi, but not in animals or plants, with the region after amino acid 210 being restricted to ascomycetes (Fig. 1). To analyze if V94 is required for histone binding of *S. macrospora* ASF1, we performed co-immunoprecipitation experiments with an ASF1 variant that includes a V94R substitution and a variant with a D37A substitution. The latter is a mutation of an interaction site with the histone chaperone HIRA that was identified in *S. pombe* (52). In addition, ASF1 variants with truncations after positions 152, 185, and 210 were generated to gain insight into possible involvement of the C-terminal region in the process of histone binding. In green fluorescent protein (GFP)- and FLAG-trap experiments, the V94R variant proved to be incapable of pulling down the histones H3 and H4, while the D37A variant performed like the wild-type ASF1 (Fig. 2; Fig. S2 and S3). Thus, the conserved V94 is required for histone interactions in *S. macrospora*, whereas the putative HIRA interaction site D37 is not. Truncated ASF1 variants were also unable to bind H3 and H4 when the truncations occurred after positions 152 or 185. Truncation after position 210 had no detectable effect and did not impair the capability to pull down the histones (Fig. 3; Fig. S4 and S5).

**Fig 2:**
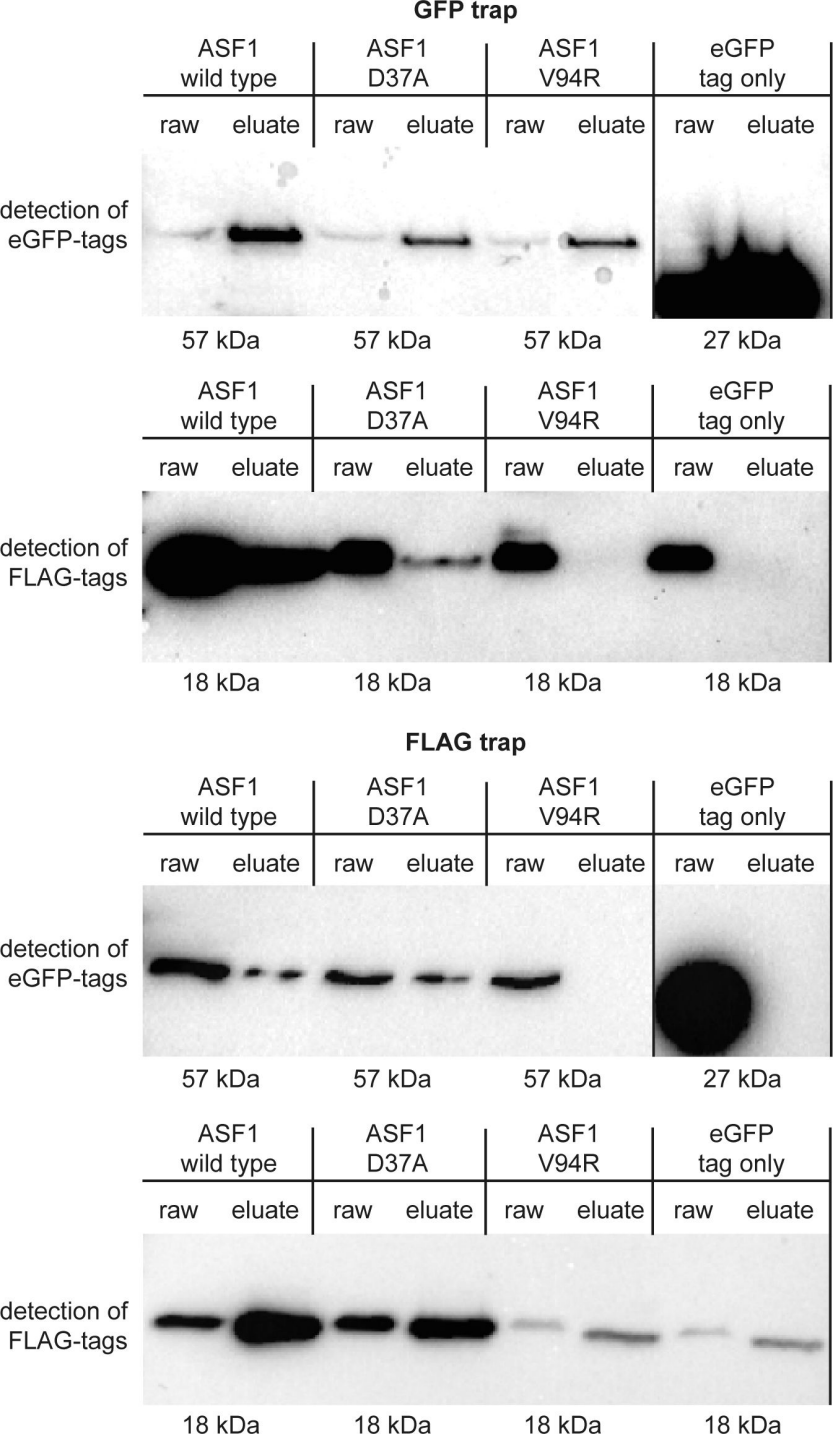
Co-immunoprecipitation results for ASF1 variants with amino acid substitutions and histone H3. GFP-tagged ASF1 wild type and variants D37A and V94R were used as potential interaction partners for Flag-tagged histone H3 in a GFP trap and a Flag trap. Results were checked by Western blot analysis with antibodies against GFP and Flag tags. ASF1 wild type and the D37A variant showed signals for bait and prey proteins in the raw and eluate sample, indicating interaction, whereas the V94R variant showed the signal for the prey protein only in the raw sample. Strains expressing non-fused GFP with the corresponding Flag-tagged H3 were used as a negative control. Results for histone H4 are shown in Fig. S2. Uncropped blots are shown in Fig. S3.

**Fig 3:**
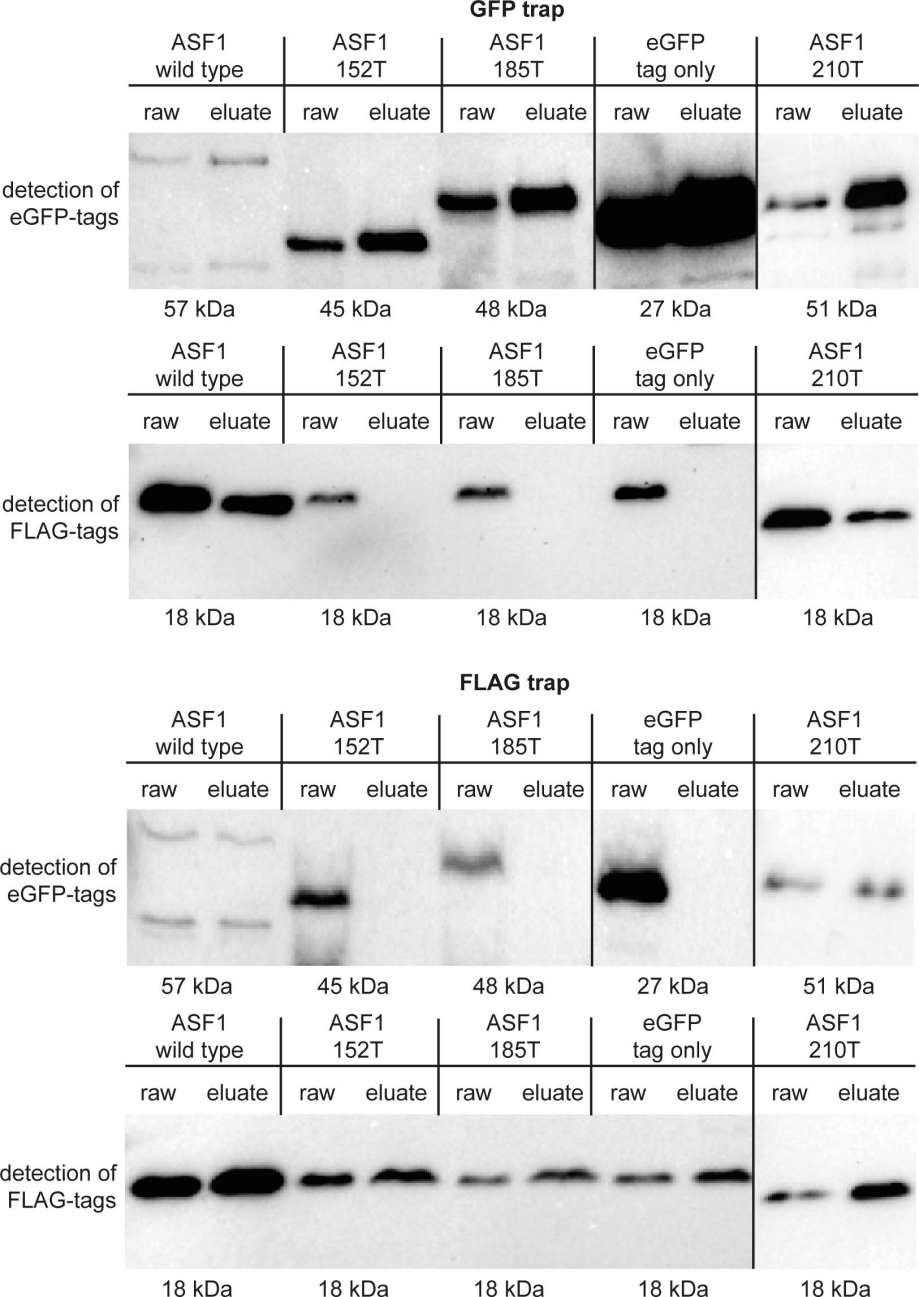
Co-immunoprecipitation results for truncated ASF1 variants and histone H3. GFP-tagged ASF1 wild type and variants 152T, 185T, and 210T were used as potential interaction partners for Flag-tagged histone H3 in a GFP trap and a Flag trap. Results were checked by Western blot analysis with antibodies against GFP and Flag tags. ASF1 wild type and the 210T variant showed signals for bait and prey proteins in the raw and eluate samples, indicating interaction, whereas the 152T and 185T variants showed the signal for the prey protein only in the raw sample. Strains expressing non-fused GFP with the corresponding Flag-tagged H3 were used as a negative control. Results for histone H4 are shown in Fig. S4. Uncropped blots are shown in Fig. S5.

### The histone-binding function of ASF1 is essential for sexual development

We used the *asf1* variants described above carrying substitutions in the histone-binding site V94, the putative HIRA interaction site D37 and variants with truncated C-terminal regions for complementation analysis in a previously constructed *asf1* deletion strain (6). By correlating the ability of these variants for rescuing the phenotype of the deletion mutant with information about their ability to bind histones, more insights into the role of ASF1-histone interaction during multicellular development can be gained. The *asf1* deletion mutant was transformed with plasmids coding for the respective variants, and homokaryotic strains were obtained by the isolation of ascospores from self-fertile perithecia or from genetic crosses. PCR screenings confirmed the integration of *asf1* variants in the resulting transformants (Fig. S6). The phenotype of the resulting strains was documented after growth for a week on BMM medium. *S. macrospora* ∆asf1 is sterile and mostly consists only of vegetative mycelium, but is sometimes able to generate small protoperithecia. Introducing the wild-type *asf1* gene back into the deletion mutant led to a complete reversal of the deletion phenotype and yielded strains indistinguishable from the wild type, gaining full fertility. Strains expressing the D37A variant also regained fertility but showed slightly reduced complementation rates (Table 1). These strains were able to form perithecia but exhibited slight aberrations with a tendency to grow aberrant perithecia and giant protoperithecia (Fig. S7). A reintroduction of an ASF1 variant with a V94R substitution did not complement the deletion mutant, and the resulting strains exhibited the same phenotype as ∆asf1 strains (Fig. 4; Table 1). Since ASF1 V94R does not complement the sterile phenotype of deletion mutant and is unable to bind histones, a connection between histone binding and sexual development seems likely. ASF1 D37A proved to have no disruption in histone binding and regained fertility, but the substitution in a putative HIRA-binding site still had impact on the life cycle of *S. macrospora*, as evident by the formation of some aberrant perithecia. However, histone-binding capability was enough to reach fertility. Truncations of ASF1 at positions 152 and 185 led to strains that resembled the deletion mutant, but a truncation at position 210 still allowed for full complementation (Fig. 4; Table 1). Thus, although the C-terminal tail of ASF1 is less conserved, parts of it are essential for histone binding and sexual development. Leaving only the core intact or shortening the protein to 185 amino acids seems to have the same effect on both processes as a full deletion. A truncation after position 210 removes the part of ASF1 that is only present in ascomycete fungi and does not affect its overall functionality. To rule out the possibility of protein mislocalization as a cause for the inability to complement the deletion mutant, the eGFP-tagged variants were tracked by fluorescence microscopy. All of them co-localized with an mRFP-tagged H3 in the nucleus (Fig. S8), similar to what was previously shown for wild-type ASF1 (6).

**TABLE 1:** Transformants in complementation experiments of Δasf1 with ASF1 variants

Encoded ASF1 variant	No. of primary transformants	Fertile transformants	Sterile transformants	Percentage of fertile transformants
Wild type	53	47	6	88.7
D37A	61	41	20	67.2
V94R	41	0	41	0
152T	19	0	19	0
185T	22	0	22	0
210T	18	15	3	83.3

**Fig 4:**
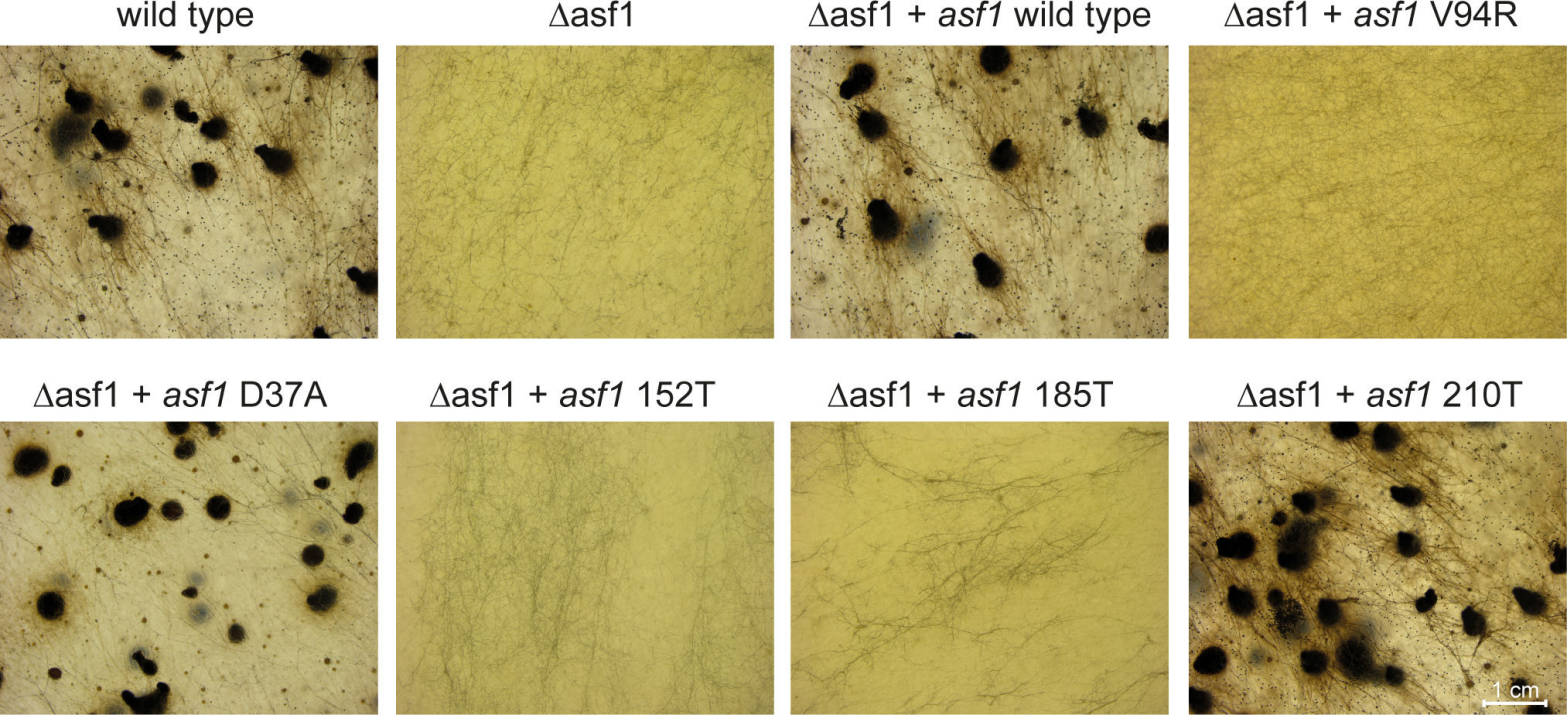
Phenotypes of strains from ∆asf1 complementation experiments. The wild type generates mature perithecia in 7 days, while the development of the deletion mutant is blocked at the stage of early protoperithecia and mostly generates only vegetative mycelium. Reintroducing the *asf1* wild-type gene into the deletion mutant fully complements the phenotype and leads to strains that are indistinguishable from the wild type. Transforming ∆asf1 with the *asf1* V94R variant did not complement the mutant strain, resulting in strains with the sterile phenotype of Δasf1. A D37A variant partially complements the mutant; such strains are fertile but show distinct developmental aberrations like a tendency to generate mostly large protoperithecia and a brown coloration of the mycelium. Transformation with truncated *asf1* variants did not lead to complementation with variants 152T and 185T, but the longer 210T variant led to strains that show a wild-type phenotype again. Strain numbers: wild type = SN1693; Δasf1 = SN1983; Δasf1 + *asf1* wild type = SJM 25.4.2; Δasf1 + *asf1* V94R = SJM 27.4.1; Δasf1 + *asf1* D37A = SJM 26.8.5; Δasf1 + *asf1* 152T = JB 41.1.1; Δasf1 + *asf1* 185T = JB 42.1.2; Δasf1 + *asf1* 210T = JB 51.1.13. The genotypes of the strains shown are listed in Tables S1 and S7.

### ASF1 can contribute to DNA damage protection even without histone-binding capabilities

Even after confirming the correct localization of tested ASF1 variants, a possible complete loss of function of the protein, i.e., not specifically related to histone binding, could not be completely ruled out. Thus, we looked for a way to confirm functionality of the variants aside from histone binding *in vivo*. The complex network of ASF1 regarding chromatin modification is still poorly understood and direct functions beyond nucleosome assembly are not widely known. It was previously shown in *S. cerevisiae* that ASF1 is involved in DNA damage protection, since Δasf1 mutants are unable to grow on the DNA damage-inducing agent MMS (53). However, in *S. cerevisiae*, C-terminal truncations had no impact on DNA damage protection abilities of ASF1 (54, 55). Therefore, we tested *S. macrospora* ∆asf1 and the strains expressing the variants for their reaction to the DNA-damaging agent MMS, which causes DNA single- and double-strand breaks. At a concentration of 0.007% MMS (vol/vol), the wild type was able to grow normally on BMM medium, while the mutant did not grow at all (Fig. 5). Complementation strains expressing ASF1 variants D37A and 210T showed wild type-like resistance. Although the V94R, 152T, and 185T variants of ASF1 are indistinguishable from the deletion strain under normal conditions, an increased resistance against MMS compared to the Δasf1 strain was clearly visible (Fig. 5).

**Fig 5:**
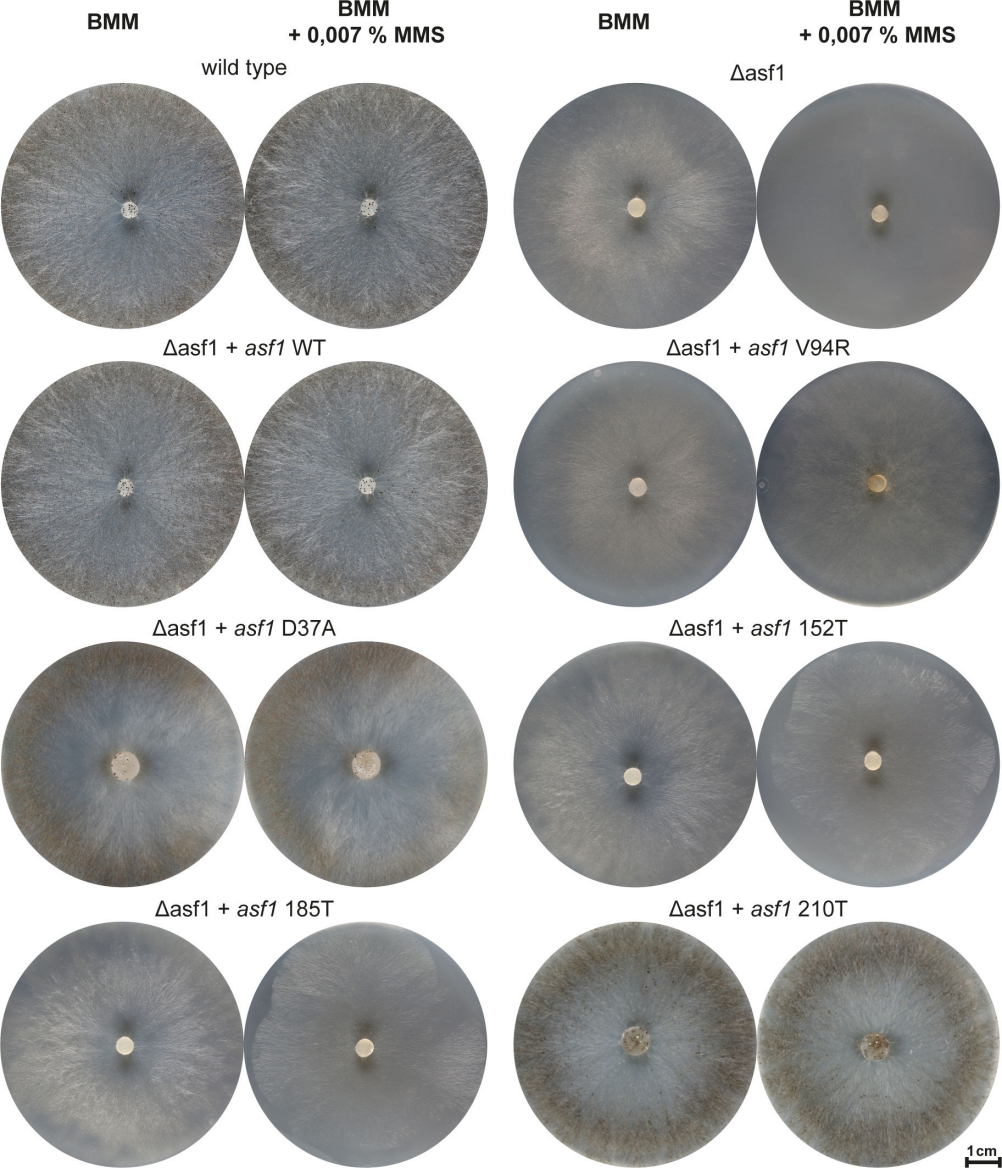
Genotoxic stress resistance of *S. macrospora* strains expressing ASF1 variants. At the given MMS concentration, the wild type (WT) was able to grow normally, while the *asf1* deletion mutant exhibited severe sensitivity (no growth). Reintroducing the wild type *asf1* into the mutant restored the resistance. All strains that expressed any kind of ASF1 variant showed at least partial resistance to genotoxic stress, even variants that were shown to be unable to interact with histones and do not complement the developmental defects of *S. macrospora* ∆asf1. Strain numbers: wild type = SN1693; Δasf1 = SN1983; Δasf1 + *asf1* wild type = SJM 25.4.2; Δasf1 + *asf1* V94R = SJM 27.4.1; Δasf1 + *asf1* D37A = SJM 26.8.5; Δasf1 +*asf1* 152T = JB 41.1.1; Δasf1 + *asf1* 185T = JB 42.1.2; Δasf1 + *asf1* 210T = JB 51.1.13. The genotypes of the strains shown are listed in Tables S1 and S7.

Since MMS is known to be a highly reactive chemical and could be inactivated in the media after a short time, we performed a persistence test for our plates. MMS plates were inoculated with the sensitive ∆asf1 strain 2 days after their production, and growth was observed for 7 days (Fig. S9). After the plates reached an age of 7 days, weak growth of the sensitive strain was observed. After this time, ∆asf1 appeared to be able to grow on the MMS plates. Therefore, we conclude that 0.007% of MMS plates are volatile and cannot be used for a long time, but during our observation period of 4 days on freshly prepared plates, MMS can be used to assess the resistance of *S. macrospora* to genotoxic stress.

The difference between *S. macrospora* strains expressing these ASF1 variants and the deletion mutant suggests that an uncharacterized function of ASF1 in DNA damage protection exists, and these variants are functional in this regard even though some of them are not able to bind histones. Thus, the data suggest that the role of ASF1 in DNA damage protection does not depend on histone interaction.

### Deletion of *asf1* changes global histone modification levels in *S. macrospora*

The functions of ASF1 as a central histone chaperone and its multiple interaction partners during chromatin modification suggest a participation in processes like histone modification. Indeed, ASF1 has been shown to be involved in the acetylation of H3 on the lysines 9 and 56 in *S. cerevisiae* (9), and changes in the deposition of H3K27me3 and H3K9me3 have been observed in *M. musculus* cells during ASF1 depletion conditions (10). To gain insight into the role of ASF1 in histone modification, we performed semiquantitative Western blots with protein extracts from *S. macrospora* wild type and ∆asf1 for histone modifications H3K27me3 and H3K56ac. The comparison of the band strength after incubation with antibodies specific for these modifications indicated significant changes in global histone modification levels in the Δasf1 mutant (Fig. 6; Fig. S10). To gain further insight into the relevance of histone binding for the establishment of histone modifications in ASF1 affected pathways, we also performed semiquantitative blots for ASF1 variants with amino acid substitutions and a truncated C-terminal tail (Fig. 6). Our observations mimic our results for complementation capacity and histone binding, as variants that were unable to restore the wild-type phenotype and bind histones also showed alterations in H3K27me3 and H3K56ac that were comparable to the deletion mutant.

**Fig 6:**
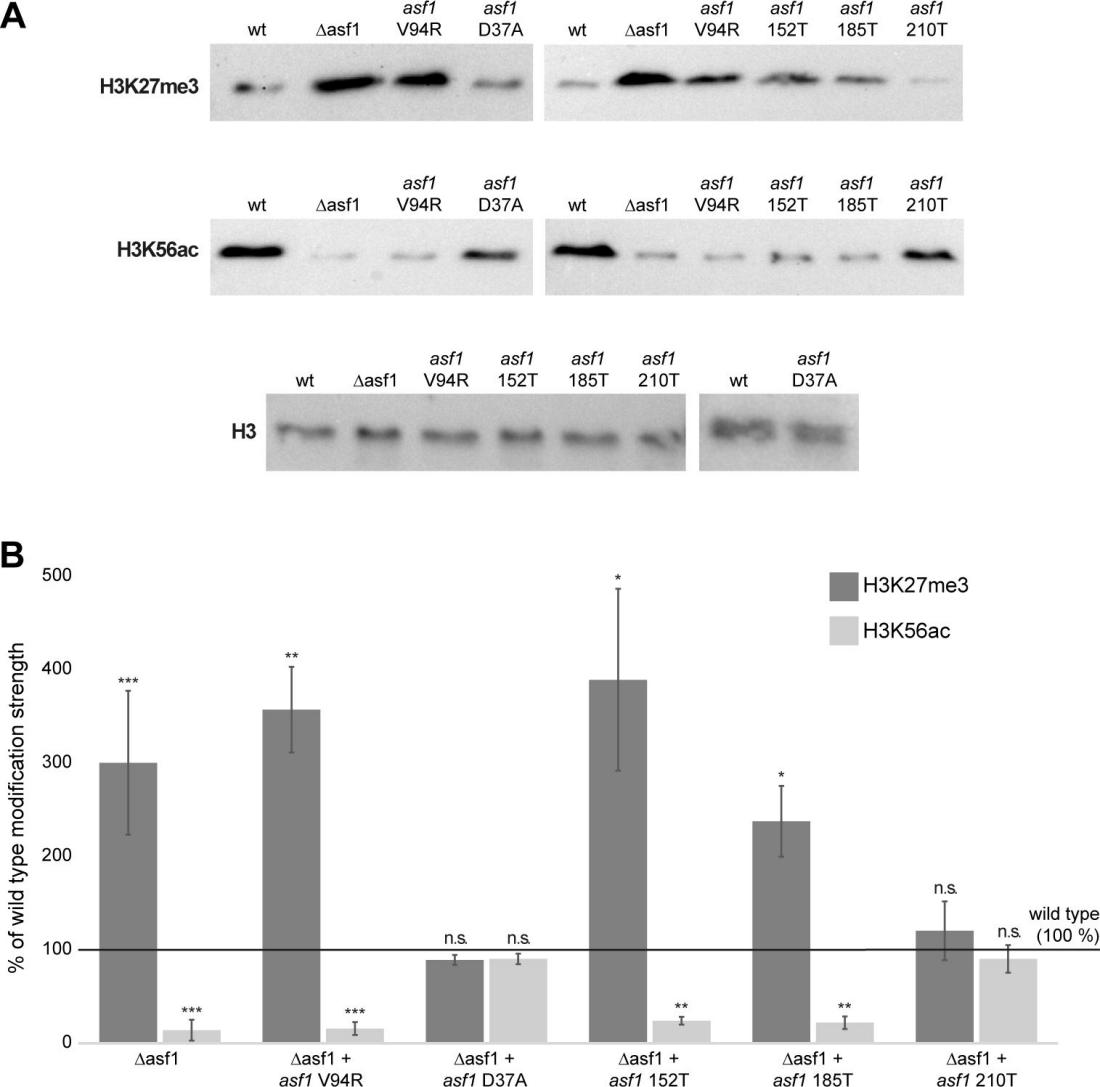
Semiquantitative screening for histone modifications affected by ASF1. (A) Western blots with antibodies against the indicated histone modifications were used to compare the band strength of equal amounts of protein from wild type, ∆asf1, and strains expressing *asf1* variants. H3 levels were measured as an internal control. Uncropped blots are included in Fig. S10. Strain numbers: wild type = SN1693; Δasf1 = SN1983; Δasf1 + *asf1* wild type = SJM 25.4.2; Δasf1 + *asf1* V94R = SJM 27.4.1; Δasf1 + *asf1* D37A = SJM 26.8.5; Δasf1 + *asf1* 152T = JB 41.1.1; Δasf1 + *asf1* 185T = JB 42.1.2; Δasf1 + *asf1* 210T = JB 51.1.13. The genotypes of the strains shown are listed in Tables S1 and S7. (B) Band intensity in Western blots was measured densitometrically, and the ratio of mutants to wild type was calculated. The deletion mutant as well as the non-histone-binding variants showed a significant increase in H3K27me3 and a significant decrease in H3K56ac. *n* wild type and ∆asf1 = 9; *n* asf1 variants = 3. Student’s *t*-test for significance: *P < 0.05, **P < 0.01, ***P < 0.001.

### Hi-C reveals a 600-kb duplication in *asf1* deletion mutants that might be linked to their survival

To study the effect of *asf1* and sexual development on overall chromatin structure, we performed Hi-C experiments to map the abundance of DNA-DNA interactions in mycelium at two different developmental stages of the wild type and in mycelium of ∆asf1. Samples for the young wild type were grown for 2 days; thus, most of the mycelium consisted of vegetative tissue and sexual development was in its early stages. Samples for older mycelia were grown for 5 days; at this stage, fully melanized protoperithecia and some early perithecia can be expected. The deletion mutant was cultivated for 3 days (since it is growing somewhat slower than the wild type) but was blocked in its sexual development at the stage of very young protoperithecia. The chromatin of the samples was fixed with formaldehyde and treated with DNase to obtain cross-linked pairs of DNA that are in close proximity at that time. Ends were filled with biotin and re-ligation was performed under high-dilution conditions, so ligation events of cross-linked strands are more likely. A streptavidin pulldown was used to generate samples containing interacting DNA fragments of a sample at the given time. By using Dovetail Dual index primers, Illumina libraries of around 50 ng were obtained and used for high-throughput paired-end sequencing. Almost all samples generated over 50 million paired-end reads that were mapped to the reference genome and used for the generation of Hi-C maps. Hi-C contacts appeared to be quite low, averaging around 11%, indicating low complexity (Table S5). All recorded interaction events were plotted against their position on the *S. macrospora* genome, each one represented by a red dot. The intensity of red dots at a specific area indicates more recorded DNA-DNA interactions in the sample at the tested point in time. The characteristic diagonal line is an indicator of the high interaction frequency of genomic regions that are always in close proximity to each other because of their vicinity on the DNA strand itself (Fig. 7A). While the resolution of the generated Hi-C maps was too low to make out specific compartments of the young and old wild type, a significant reduction of the general resolution in the sexual mycelium might hint at the development of multiple cell types with different chromatin conformations. During sexual development, *S. macrospora* generates multiple different cell types (4); therefore, it seems likely that different cell types are characterized by different chromatin conformations. The presence of more than one chromatin conformation in a sample could lead to a loss of signal for mappable DNA-DNA interactions at a specific point. The Hi-C map of the deletion mutant appeared to show a strong increase of DNA-DNA interactions of a specific region of 600 kb on chromosome 2 with all other genomic regions (enhanced horizontal and vertical bars in Fig. 7A). However, such an explanation is biologically unlikely, and a more likely explanation would be that this genomic region in the Δasf1 mutant differs from the wild-type genome that was used as a reference for mapping. In this case, this strong increase hinted at a duplication of this region in ∆asf1, which would result in twice the number of reads, which then all mapped to the single copy of the wild-type genome that was used as a reference for the generation of the Hi-C map. This would also lead to twice the number of (spurious) interactions with other regions of the genome, which would appear as the observed enhanced horizontal and vertical bars in the Hi-C contact map. We detected read patterns in the Hi-C data that match the internal border of a putative tandem duplication of the area of interest. To test this, we sequenced the genome of the Δasf1 mutant by Illumina sequencing. Sequencing reads were mapped to the wild-type reference genome, which proved the existence of the duplication in the deletion mutant (Fig. 7B; Table S6). The detected duplication consists of two compartments, with the middle region of the area of interest not duplicated, hinting at a loss event or two independent duplication events.

**Fig 7:**
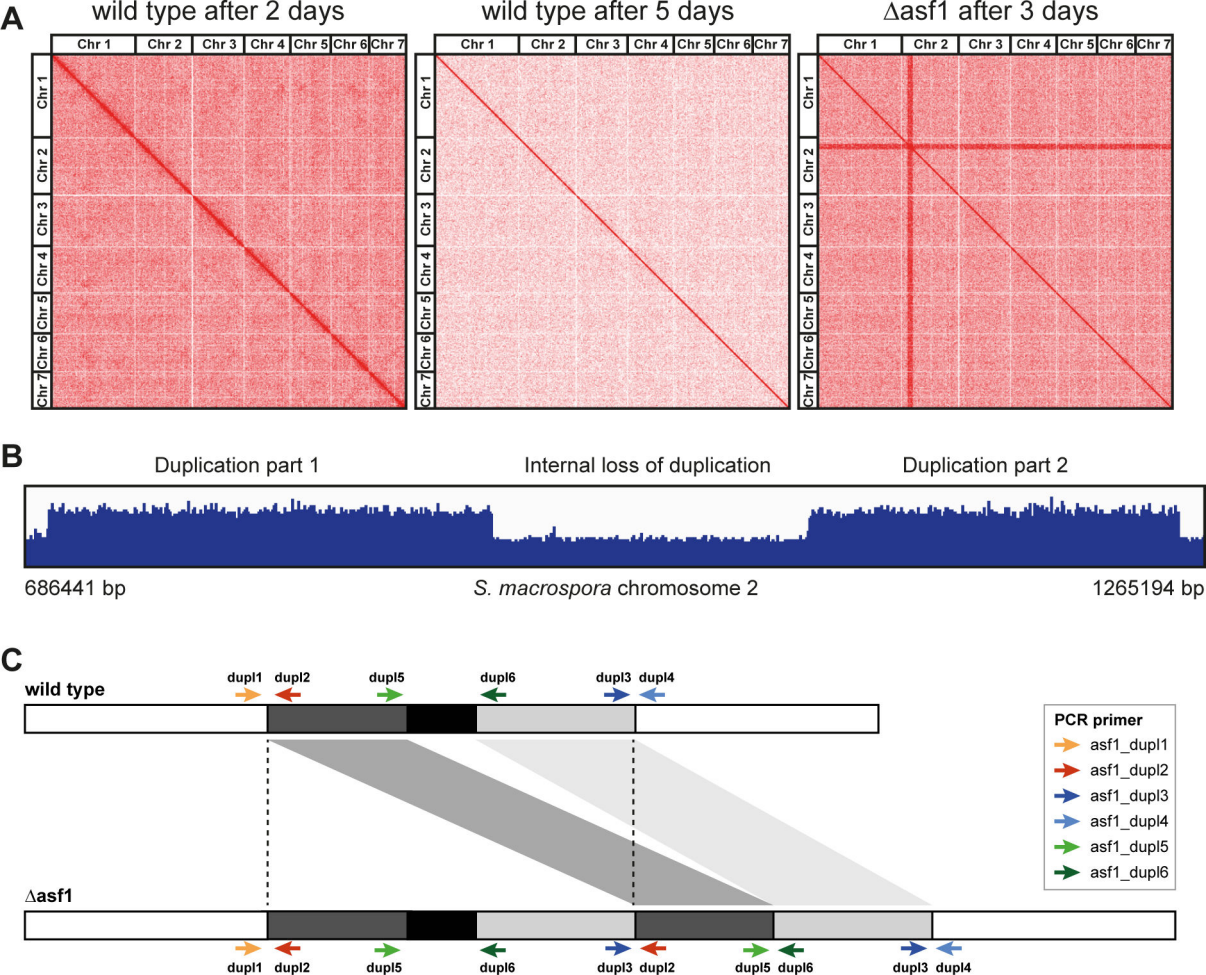
Detection of a 600-kb duplication in *S. macrospora* ∆asf1 by Hi-C and genome sequencing. (A) Hi-C analysis of *S. macrospora* wild type and Δasf1. DNA-DNA interactions recorded in the samples at the given time were plotted against both interacting positions in the genome. Each red dot represents an interaction event. The characteristic red diagonal indicates highly increased interaction frequencies of adjacent positions that are always in close proximity to each other. Even in the younger, mostly vegetative state, the resolution was not high enough to make out specific compartments of the genome, even though some areas of heightened interaction frequencies can be observed. The resolution was much lower in the older sample that has progressed further in the developmental cycle. This might be an indicator of different chromatin states that could be present in cells that are only generated during sexual development. Strong horizontal and vertical lines were detectable in the deletion mutant that appeared to indicate higher interaction frequencies originating from a 600 kb region on chromosome 2 and were subsequently shown to be caused by a duplication of a region on chromosome 2. (B) Whole-genome sequencing of *S. macrospora* ∆asf1 confirmed the presence of a duplication in a region of around 600 kb on chromosome 2. The alignment of the reads from sequencing of the mutant genome to the wild-type reference genome shows that the duplication consists of two parts, indicating either two separate duplication events or the loss of the internal area of the duplicated region. The duplication contains more than 100 genes (Table S6). (C) Schematics for a putative duplication on chromosome 2 of *S. macrospora* ∆asf1. Whole-genome sequencing proved the presence of a duplication. To test our hypothesis of a tandem duplication with an internal loss event, PCR tests with primers amplifying the genomic borders in the wild type or the newly created, duplication-specific junctions were designed. While the wild type should only yield PCR products for the external borders of the area of interest (asf1_dupl1 × asf1_dupl2 and asf1_dupl3 × asf1_dupl4), strains possessing a tandem duplication should also generate products for the new junctions of the duplicated area (asf1_dupl3 × asf1_dupl2) and of the internal region lost in the duplication (asf1_dupl5 × asf1_dupl6).

PCR tests with primers amplifying the newly created internal junctions of the duplicated area (Fig. 7B) revealed the existence of the duplication in all used Δasf1 strains, even those that resulted from backcrosses against the wild type. Since the *asf1* gene is located on chromosome 6, whereas the duplication is present on chromosome 2, they should segregate independently, resulting in approximately 50% of Δasf1 strains with and 50% without the duplication in a cross with a wild-type strain. Therefore, we suspected that the viability of the *asf1* deletion might depend on the presence of the duplication. Crossing experiments were performed to analyze the correlation between viable ∆asf1 strains and the duplication. The crosses with the spore color mutant fus, which carries the wild-type *asf1* allele, resulted in 69 strains with an *asf1* wild-type allele, of which 21 contained the duplication, matching expectations for free recombination. The 42 Δasf1 mutant strains all possessed the duplication, suggesting that the viability of Δasf1 strains is indeed linked to the occurrence of the duplication on chromosome 2 (Table 2; Table S7). While screening for duplication-free ∆asf1 strains, we also screened strains carrying *asf1* variants with amino acid substitutions that we used in the complementation analysis and found the absence of the duplication in several strains containing ASF1 variants V94R, D37A, 185T, and 152T (Table 2; Table S7). While the absence of the duplication in D37A strains is not surprising since they are fertile and able to interact with histones, the V94R, 185T, and 152T variants are unable to bind histones and do not complement the developmental phenotype of *asf1* deletions. This suggests that the presence of an ASF1 protein even without histone-binding ability is sufficient to overcome the potential lethality of the complete absence of ASF1, whereas the complementation studies described above show that ASF1 without histone-binding ability is not sufficient for fruiting body development. The presence of the duplication does not appear to have any additional effect on the strains carrying it, since all strains show the same phenotype whether the duplication is present or not (fertile for wild type and D37A, sterile for V94R, 185T, and 152T; Table S7). To assess a potential influence of the duplication on histone modification levels, we repeated the Western blot experiments with antibodies against the modifications H3K27me3 and H3K56ac for strains carrying the duplication and compared them to strains without the duplication (Fig. S11). No significant differences were detected; therefore, we conclude that the duplication does not affect histone modification levels.

**TABLE 2:** Presence of the duplication on chromosome 2 in wild type, *asf1* deletion strains, and strains expressing *asf1* variants^*a*^

Genotype	No. of tested strains	No. of strains with duplication	Percentage of strains with duplication
Wild type	69	21	30.4
∆asf1	42	42	100
∆asf1 + *asf1* D37A	7	2	28.6
∆asf1 + *asf1* V94R	15	5	30
∆asf1 + *asf1* 152T	5	2	40
∆asf1 + *asf1* 185T	9	2	22.2

^*a*^ Strains were obtained from crosses with the spore color mutant fus, which carries the wild-type *asf1* gene. The full list of tested strains has been added in Table S7.

## DISCUSSION

### *S. macrospora* ASF1 needs an intact C-terminal region to perform histone binding, an essential function for sexual development

Next to *A. thaliana* (17), *S. macrospora* is one of only two known multicellular organisms that survive a full deletion of *asf1* (even though this appears to be contingent on the presence of the duplication on chromosome 2 as described above), making it a valuable model for ASF1 *in vivo* research, especially when its fast vegetative growth and sexual cycle are taken in account. Therefore, we have the unique opportunity to study the importance of *asf1* for multicellular development. *asf1* deletion strains have been shown to exhibit a slowed vegetative growth rate, and sexual development is blocked at the stage of young protoperithecia (6).

The ability to interact with histones can be regarded as the central requirement of a histone chaperone to perform its functions. ASF1 is known to interact with the histones H3 and H4 and deposits them during nucleosome assembly during transcription, replication, and DNA repair. The general interaction mode of ASF1 with H3 and H4 has been analyzed by *in vitro* experiments with *S. cerevisiae* proteins. The central acidic patch in the core of ASF1 and especially the amino acid V94 are essential in this regard (7). Since the first 155 amino acids of ASF1 are highly conserved in all eukaryotes, similar functions can be assumed. In fact, our co-immunoprecipitation experiments showed a clear dependency of *S. macrospora* ASF1 on V94 to establish interactions with H3 and H4. However, the C-terminal region of ASF1 is quite divergent, with some parts existing in fungi but not in animal or plant models, so information about the functional relevance of this region is sparse. Although experiments in *S. cerevisiae* showed a contribution of the C-terminal region of ASF1 to histone interaction and gene silencing, the specific interaction mode still remains elusive (54). Since the unicellular nature of yeasts does not allow for the analysis of multicellular developmental processes and the specific region of ASF1 is quite divergent, experiments in multicellular eukaryotes like *S. macrospora* might shed more light on the functions of this part of ASF1. Co-immunoprecipitation showed that despite of this region’s divergent nature, it is essential for establishing a connection between ASF1 and H3-H4 up until amino acid 210. Thus, a function of the C-terminal tail during this interaction is highly likely. The acidic nature of the C-terminal tail might contribute to facilitating the connection between ASF1 and the histones. A physical interaction between the C-terminal region and H3-H4 has not yet been detected but might be difficult to prove with structural analysis because of the usually unfolded C-terminus (53). ASF1 is known to bind histones H3 and H4, but prior to this study, it was not clear if histone binding is required for sexual development. We therefore analyzed different ASF1 variants for their ability to bind histones as well as their ability to support fruiting body formation. Since all ASF1 variants that did not co-immunoprecipitate the histones H3 and H4 were unable to complement the deletion phenotype, the histone-binding function of ASF1 appears to be fundamental for sexual and therefore complex multicellular development. Complementation experiments with ASF1 variants that were shown to be able to bind histones led to fully fertile strains, underscoring the importance of this function for normal development. With the exception of ASF1 D37A, these variants generated *S. macrospora* strains that resembled the wild type. D37A strains exhibited a light brown coloration of the mycelium and a tendency to generate aberrant perithecia that resembled giant protoperithecia and exhibited a slightly reduced fertility. Since D37 is the putative interaction site of ASF1 with the histone chaperone complex HIRA (19), one might speculate about an involvement of HIRA during melanin biosynthesis and sexual development.

### Histone binding is not essential for the function of ASF1 during DNA-damage repair

A role of ASF1 during DNA-damage repair without usage of its histone chaperone activity has often been suspected and indeed, in recent studies with human ASF1A, a connection to double-strand repair mechanisms independent of histone binding has been discovered (56). In *S. macrospora*, strains expressing ASF1 variants defective in histone binding were able to survive genotoxic stress, whereas Δasf1 proved to be highly sensitive. It can therefore be concluded that the constructed ASF1 variants are at least partially functional in DNA damage repair and that the observed defects in fruiting body development are specifically related to the ability to perform canonical histone chaperone functions. One hypothesis might be that ASF1 functions not only as a histone chaperone but also as a chromatin modifier hub that regulates and supports the activity of other chromatin-modifying proteins. Regarding the involvement in DNA damage repair, multiple interaction partner candidates are conceivable. A histone-independent interaction with RIF1 has already been demonstrated in human cell lines and contributes to determining the choice of the appropriate double-strand break repair mechanism (56). Another candidate involved in DNA damage protection and possibly activated by ASF1 is the histone acetyltransferase RTT109. RTT109 is responsible for H3K9 and K56 acetylation, modifications that are known to be important for DNA damage resistance (57). Interaction between ASF1 and RTT109 has been characterized for *S. cerevisiae* (9) and an activating effect on the histone acetyltransferase was shown, although the exact mechanism remains elusive (58). A defect in acetylation of H3 in *asf1* deletion mutants has been also demonstrated in our Western blot experiments; therefore, a connection between the increased sensitivity of *S. macrospora* ∆asf1 to DNA damage and lowered activity of RTT109 seems possible, but the results from H3K56ac screenings for histone-binding defective *asf1*-variants demonstrate that this effect cannot be solely responsible for the increased sensitivity of ∆asf1 strains to DNA damage. Strains expressing variants unable to interact with histones, as shown in our interaction study, showed resistance in the DNA damage assay, even though the reduction in H3K56ac was highly similar to the deletion mutant. A combination of multiple factors therefore appears likely. Reduction of H3K56ac might be a contributing factor to the MMS sensitivity of the mutant, but additional ASF1-dependent factors might be defective without this central histone chaperone.

Another ASF1-mediated factor for DNA stability is known in *S. cerevisiae* as the checkpoint kinase RAD53 and is involved in DNA double-strand break repair mechanisms. RAD53 needs to be inactivated and bound to ASF1 after repair has been completed, and lack of ASF1 could lead to an overabundance of active RAD53 and subsequent disturbances in the cell cycle and further damage repairs (59). All in all, ASF1 seems to play a crucial role during multiple DNA-damage protection and repair pathways, not all of them relying on ASF1-H3/H4 interactions.

### ASF1 is involved in the histone modification landscape of *S. macrospora*

The histones are targets of various posttranslational modifications. The best known are acetylation, methylation, phosphorylation, sumoylation, and ubiquitination. These modifications vary throughout the genome and shape the histone code, which in turn influences access to the DNA for transcription and the recruiting of transcription factors. The histone landscape of a cell is a significant determinant of the transcriptome (60). ASF1 as a central eukaryotic histone chaperone has been reported to affect multiple histone modifications, such as acetylation of H3K56 (9) and methylation of H3K27 (10). These modifications undergo significant changes after deletion of *asf1* in *S. macrospora*. For H3K27me3, a well-known heterochromatin modification (61), the *asf1* deletion mutant showed an almost three times higher H3K27 trimethylation compared to the wild type. The increase of H3K27me3 in *asf1* deletion strains could be either a direct consequence of a disruption of ASF1-dependent pathways or a compensatory reaction to the absence of ASF1. ASF1 is known to be involved in the recycling of histones during DNA replication (7). H3K27me3 is an inheritable histone modification that can persist during replication, and the *de novo* integration of histones by ASF1 and CAF1 in parental cells was shown to heavily dilute the inheritance of this mark in nascent chromatin in *A. thaliana* (62). Therefore, a reduction in *de novo* nucleosome assembly through the deletion of a major histone chaperone like ASF1 could reduce general recycling of histones and cause the already established H3K27me3 to persist and accumulate. Our observations for non-histone binding ASF1 variants and their deletion mutant-like increase in H3K27me3 suggest a link between the histone interaction ability of ASF1 and the level of H3K27me3 and support the idea that an ASF1, even if present as a protein but unable to interact with histones and therefore probably unable to contribute to nucleosome recycling, may not be able to prevent the persistence of H3K37me3. The blocking of nucleosome recycling and the resulting more permanent marking of histones with H3K27me3 might be an explanation for the severe developmental phenotype of *S. macrospora* ∆asf1. Genome-wide redistribution of H3K27me3 has been linked to defects in sexual development in *N. crassa*, a close relative of *S. macrospora* (63), so the persistence of this mark in regions where it would exist only temporarily in the wild type might cause similar effects. However, the changes in H3K27me3 distribution could also be a reaction to the reduced DNA methylation observed in Δasf1 (18). In addition to a global reduction of DNA methylation, the deletion of the *S. macrospora asf1* leads to an increase in transcription of many usually weakly expressed genes (18). DNA methylation and H3K27me3 are mostly considered to be marks of transcriptionally silenced regions but are often regarded as antagonistic to each other (64). Thus, the observed global increase in H3K27me3 in a deletion mutant that also shows a decrease in DNA methylation could be the result of a compensation mechanism for the loss of a transcriptional silencing mechanism. The rising transcription levels resulting from the DNA methylation loss might be kept at least in an acceptable range by using other transcriptional silencers, such as H3K27me3, to keep the deletion mutant alive. This effect might therefore be one of the reasons why *S. macrospora* survives full *asf1* deletion and other multicellular organisms do not.

Histone acetylations on the other hand are known as euchromatin markers; their negative charge can lower the overall positive charge of histones and weaken their binding to the DNA. This can facilitate a more relaxed and open chromatin state that can be accessed by RNA polymerases (65). The higher transcription rates of usually weakly expressed genes after the deletion of *asf1* in *S. macrospora* might suggest that euchromatin marks could be in higher abundance in such a strain. For H3K56ac, our results showed that at least for this mark, the opposite is the case and the mutant exhibits less H3K56 acetylation on a global scale. Strikingly, we still detected H3K56ac, while it has been reported that the presence of ASF1 is required to generate this mark in *S. cerevisiae* (66). Our experiments showed that the establishment of H3K56ac seems to be related to the ability of ASF1 to interact with histones. Histone-binding defective variants showed the same reduction in this mark as ∆asf1 strains. Since this mark is generated by the histone acetyltransferase RTT109, which is activated by ASF1 in *S. cerevisiae* (58), it can be speculated that the lower abundance of H3K56ac results from a lack of ASF1-RTT109 interaction. It is speculated that this interaction takes place in the form of a multiprotein complex consisting of ASF1, RTT109, and the histones H3 and H4, together with additional factors (9). This may explain why, even in the presence of ASF1, disruption of histone binding leads to loss of H3K56ac. Additionally, the presence of H3K56ac in *S. macrospora* ∆asf1, even though ASF1 was expected to be required for the generation of this mark, hints at either an unknown second activation pathway for RTT109 or an undiscovered way to establish H3K56ac in multicellular ascomycetes. Taken together with the detected increased levels of the heterochromatin mark H3K27me3, lower euchromatic H3K56ac levels would suggest an all-around lower general transcriptional activity of *S. macrospora asf1* deletion mutants. Since the opposite has been documented (18), it can be hypothesized that the contribution of ASF1 to regulating the transcriptome either is not mainly mediated by histone modifications or is even more complex than previously assumed.

### Hi-C analysis reveals a 600 kb duplication in *S. macrospora* ∆asf1, which might be linked to its viability

Methods such as Hi-C allow the analysis of the three-dimensional organization of the chromatin and its effects on the transcriptome and gene regulation. The relationship between chromatin structure and gene regulation seems to be quite complex, and possibly both processes can regulate each other (67). In this study, we created DNA-DNA interaction maps of the young, mostly vegetative state of *S. macrospora* and compared it to older mycelium, which has progressed in the cycle of sexual development and an *asf1* deletion mutant with the aim of identifying differences in the chromatin state of those samples. The major challenge was the application of a method that has been fine-tuned for single-cell assays and fungal protoplasts to older, more mature fungal mycelium. The resulting map of the young wild type showed some areas of the chromatin that suggested higher condensation than other areas, but in general, the resolution was not high enough to confidently identify specific interaction compartments. An even lower resolution was visible for the Hi-C map of the older, sexual sample. *S. macrospora* mycelium grows thicker as it ages, and sexual structures become reinforced by melanization, which might further complicate the preparation of appropriate Hi-C samples. Cross-linking might be less effective for such samples, and the extraction of intact Hi-C pairs might be impaired. The lower DNA-DNA interaction could also be a sign of multiple different chromatin states. Entering sexual development, *S. macrospora* begins generating more specialized cell types; at least 13 different cell types have been identified during fruiting body formation of this fungus (4). Different functions of cells require different transcriptomic processes, which can depend on specific changes of the three-dimensional chromatin state. Higher differentiation of cells in a sample and therefore more divergent chromatin states would reduce the signal-to-noise ratio and would lead to lower detection rates of DNA-DNA interactions. Significant changes in the transcriptome during development are well documented in *S. macrospora* (3). Other studies have demonstrated a strong connection between detectable changes of chromatin architecture and gene expression (68), so it can be assumed that the transcriptional changes in *S. macrospora* during sexual development might be accompanied by significant changes in DNA-DNA interaction frequency. A lower resolution of regularly detectable interactions in the older wild type that is generating multiple cell types supports these assumptions and might be another sign of chromatin state changes that accompany multicellular development.

The Hi-C analysis of the Δasf1 mutant revealed a large duplicated region on chromosome 2. We hypothesized that the presence of this duplication might not be a coincidence but could be linked to the surprising viability of the Δasf1 mutant in *S. macrospora*. Genetic crosses confirmed co-segregation of the Δasf1 allele on chromosome 6 with the duplication on chromosome 2, whereas the wild-type *asf1* allele and the duplication were able to recombine freely. These findings support the hypothesis that the viability of the Δasf1 mutant is coupled to the presence of the duplication. Which specific role this region on chromosome 2 plays in the network of ASF1 is still unclear. So far, no documented interaction partners or parts of the ASF1 network seem to be encoded in this region. The duplication itself seems to be irrelevant for strains expressing ASF1, even if the ASF1 variant is non-functional with respect to histone binding and sexual development. Strains expressing *asf1* with V94R substitution or truncations after amino acid 185 or 152 were viable but sterile and showed Δasf1-like histone modifications with or without the duplication, and wild type or D37A strains were fertile, showed wild type-like histone modifications, and showed no additional phenotypes when the duplication was present. One hypothesis might be that the duplication somehow contributes to DNA damage repair or protection, since MMS resistance is the only phenotype that V94R, 185T and 152T confer compared to the *asf1* deletion mutant. One caveat regarding strains carrying the duplication is that the duplication might be resolved by homologous recombination in at least some of the nuclei present in a mycelium. However, homologous recombination (outside of meiosis) is rare in *S. macrospora*, therefore it is unlikely to occur at a high rate in multiple independent transformants.

Summarizing our work, we discovered that the ability of ASF1 to interact with histones is essential for sexual development of *S. macrospora*, a function that also depends on the presence of large part of the less conserved C-terminus of ASF1. Histone binding however, proved not to be necessary to allow ASF1 to contribute to the genotoxic stress response. We showed that ASF1 is involved in the establishment of H3K56ac and the repression of H3K27me3. Furthermore, we discovered a 600 kb duplication in the deletion mutant that appears to be linked to the viability of *S. macrospora* ∆asf1. Future work might be able to shed light on how ASF1 regulates gene expression by histone modification and which genes of the duplicated area are necessary to stabilize *asf1* deletion mutants.

## Data Availability

Nanopore reads and the chromosome-resolved genome sequence for the *S. macrospora* wild-type strain SN1693 were deposited in the National Center for Biotechnology Information (NCBI) databases under BioProject ID PRJNA744349, Sequence Read Archive (SRA) accession number SRR15901728 for the nanopore reads, DDBJ/ENA/GenBank accession numbers CP083903–CP083909 for the seven chromosomes). Hi-C data generated in this study were submitted to the NCBI GEO database as a superseries under accession number GSE216632. Illumina reads from the Δasf1 strain were deposited in the NCBI SRA database under BioProject ID PRJNA922040.

# Supplementary material for: Histone binding of ASF1 is required for fruiting body development but not for genome stability in the filamentous fungus Sordaria macrospora
**Source:** mBio. 2023 Dec 19;15(1):e02896-23. doi: 10.1128/mbio.02896-23
**Supplement:** Supplemental Figures and Tables — Tables S1-S5 and S7 and Figures S1-S11.

**Supplemental data for manuscript "Histone binding of ASF1 is required for fruiting body development, but not for genome stability in the filamentous fungus *Sordaria macrospora*"**

This document contains the following supplemental data:

Supplemental Tables 1-5 and 7

Supplemental Figures 1-11

Supplemental Table 6 is provided separately as an Excel file.

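Table S6 gives for each gene of the duplicated region an estimated product, a fold change and p-value for expression in Δasf1 compared with the wild type, which the authors label as DESeq2 values, and the surplus of DNA methylation in the wild type in percent. The table names an earlier study of the same group as the origin of the expression and methylation values, and it holds 1 value per gene without an error. Its 112 genes were matched by locus tag to the gene table of the assembly, and all of them were found on chromosome 2. They fell into a pair of blocks with 160.4 kb without a listed gene between them. Part 1 held 63 genes between positions 686748 and 916181, and part 2 held 49 genes between positions 1076544 and 1262480. A fold change was listed for 60 genes of part 1 and 48 genes of part 2, and because some values are negative it was read as a log2 value. The median log2 fold change was -0.01 in part 1, with a 95% bootstrap interval from -0.13 to 0.18. In part 2 it was 0.88, with an interval from 0.76 to 1.14. The fold change was positive for 29 of 60 genes in part 1 and for 45 of 48 genes in part 2. The medians differed by 0.89 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest p these resamples can give). The genes of a part are neighbours rather than independent replicates. The fold changes had been seen before the test was written, so it is descriptive. The means of the parts differed by 1.00. In part 1 the lowest listed p-values belonged to SMAC_05595, a branched-chain aminotransferase with a log2 fold change of 1.49, to SMAC_05599, without an estimated product and with -1.45, and to SMAC_05546, an alkyl hydroperoxide reductase with -1.57. In part 2 they belonged to SMAC_04383, without an estimated product and with a log2 fold change of 3.03, to SMAC_04370, an isocitrate lyase with 3.58, and to SMAC_04399, a purine-cytosine permease with 2.59. The median methylation surplus was 4.11% for the genes of part 1 and 2.40% for those of part 2.

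**Figure D1:**
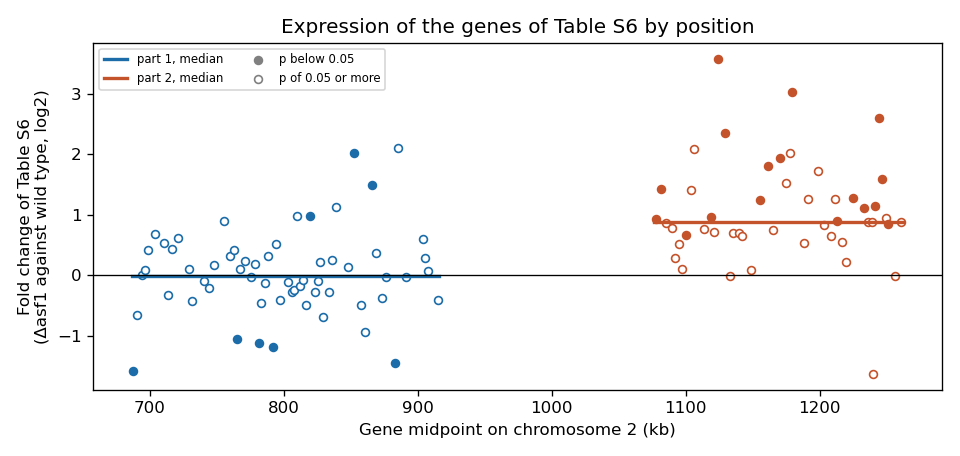
Log2 fold change of each gene of Table S6 (vertical axis) at the midpoint of the gene on chromosome 2 in kb (horizontal axis), with filled points for listed p-values below 0.05 and a horizontal line at the median of each part. The line of part 1 lies at -0.01 and that of part 2 at 0.88.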

**Supplemental Table 1.** *S. macrospora* strains used in this study.

| Name of strain | Genotype                                  | Comments                                                                       |
|----------------|-------------------------------------------|--------------------------------------------------------------------------------|
| SN1693         | Wild type                                 | Reference strain                                                               |
| SN1891         | Fus1-1                                    | Spore color mutant                                                             |
| SN1983         | $\Delta asf1::hph$ ; sterile              | <i>asf1</i> deletion mutant                                                    |
| SJM 25.4.2     | $\Delta asf1::hph$ + pDS23-ASF1-WT        | <i>asf1</i> complementation strain with wild type gene                         |
| SJM 26.8.5     | $\Delta asf1::hph$ + pDS23-ASF1-D37A      | <i>asf1</i> complementation strain with D37A substitution                      |
| SJM 27.4.1     | $\Delta asf1::hph$ + pDS23-ASF1-V94R      | <i>asf1</i> complementation strain with V94R substitution                      |
| JB 41.1.1      | $\Delta asf1::hph$ + pGG-ASF1-152T        | <i>asf1</i> complementation strain with truncation in pos. 152                 |
| JB 42.1.2      | $\Delta asf1::hph$ + pGG-ASF1-185T        | <i>asf1</i> complementation strain with truncation in pos. 185                 |
| JB 51.1.13     | $\Delta asf1::hph$ + pGG-ASF1-210T        | <i>asf1</i> complementation strain with truncation in pos. 210                 |
| SJM 44.1       | wild type + pGG_H3_Flag + pDS23_asf1_WT   | Performance of ColP experiments with ASF1-eGFP wild type construct and H3-Flag |
| SJM 45.1       | wild type + pGG_H3_Flag + pDS23_asf1_D37A | Performance of ColP experiments with ASF1-eGFP D37A construct and H3-Flag      |
| SJM 35.8       | wild type + pGG_H3_Flag + pDS23_asf1_V94R | Performance of ColP experiments with ASF1-eGFP V94R construct and H3-Flag      |
| SJM 47.1       | wild type + pGG_H3_Flag + pDS23_eGFP      | Performance of ColP experiments with eGFP construct and H3-Flag                |
| SJM 48.5       | wild type + pGG_H4_Flag + pDS23_asf1_WT   | Performance of ColP experiments with ASF1-eGFP wild type construct and H4-Flag |
| SJM 49.2       | wild type + pGG_H4_Flag + pDS23_asf1_D37A | Performance of ColP experiments with ASF1-eGFP D37A construct and H4-Flag      |
| SJM 50.2       | wild type + pGG_H4_Flag + pDS23_asf1_V94R | Performance of ColP experiments with ASF1-eGFP V94R construct and H4-Flag      |
| SJM 51.1       | wild type + pGG_H4_Flag + pDS23_eGFP      | Performance of ColP experiments with eGFP construct and H4-Flag                |
| JB 25.2        | wild type + pGG_H3_Flag + pGG-ASF1-152T   | Performance of ColP experiments with ASF1-eGFP 152T construct and H3-Flag      |
| JB 35.2        | wild type + pGG_H3_Flag + pGG-ASF1-185T   | Performance of ColP experiments with ASF1-eGFP 185T construct and H3-Flag      |
| JB 52.2        | wild type + pGG_H3_Flag + pGG-ASF1-210T   | Performance of ColP experiments with ASF1-eGFP 210T construct and H3-Flag      |
| JB 34.3        | wild type + pGG_H4_Flag + pGG-ASF1-152T   | Performance of ColP experiments with ASF1-eGFP 152T construct and H4-Flag      |
| JB 36.5        | wild type + pGG_H4_Flag + pGG-ASF1-185T   | Performance of ColP experiments with ASF1-eGFP 185T construct and H4-Flag      |
| JB 53.2        | wild type + pGG_H4_Flag + pGG-ASF1-210T   | Performance of ColP experiments with ASF1-eGFP 210T construct and H4-Flag      |

**Supplemental Table 2.** Oligonucleotides used in this study.

| Primer          | Sequence 5'-3'                                         | remarks                                                                                                     |
|-----------------|--------------------------------------------------------|-------------------------------------------------------------------------------------------------------------|
| asf1_1          | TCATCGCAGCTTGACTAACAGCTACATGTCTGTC<br>GTTTCGCTTCTCGGGG | <i>asf1</i> from start downstream with 5' overlap with plasmid pDS23                                        |
| asf1_2          | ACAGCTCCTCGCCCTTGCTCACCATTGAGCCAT<br>GGCCATACCCTGCGGT  | <i>asf1</i> from end upstream with 5' overlap with plasmid pDS23                                            |
| asf1_3          | TGGGCGTCACGAGGATTTTGTGACGTGCGC                         | for mutagenesis of <i>asf1</i> V94R                                                                         |
| asf1_9          | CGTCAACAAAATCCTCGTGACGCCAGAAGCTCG                      | for mutagenesis of <i>asf1</i> V94R                                                                         |
| asf1_5          | GTTTCGCTACCAGCCCTCGAGTGAAGCTCA                         | for mutagenesis of <i>asf1</i> D37A                                                                         |
| asf1_6          | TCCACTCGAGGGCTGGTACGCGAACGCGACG                        | for mutagenesis of <i>asf1</i> D37A                                                                         |
| GG-ASF1-152T-FW | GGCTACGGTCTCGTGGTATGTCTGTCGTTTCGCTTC                   | for amplification of <i>asf1</i> 152T                                                                       |
| GG-ASF1-152T-RV | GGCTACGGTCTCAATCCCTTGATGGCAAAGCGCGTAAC                 | for amplification of <i>asf1</i> 152T                                                                       |
| GG-ASF1-185T-FW | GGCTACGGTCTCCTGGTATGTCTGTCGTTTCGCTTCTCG                | for amplification of <i>asf1</i> 185T                                                                       |
| GG-ASF1-185T-RV | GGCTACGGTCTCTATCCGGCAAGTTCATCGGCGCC                    | for amplification of <i>asf1</i> 185T                                                                       |
| GG-ASF1-210T-FW | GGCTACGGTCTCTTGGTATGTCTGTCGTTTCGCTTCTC                 | for amplification of <i>asf1</i> 210T                                                                       |
| GG-ASF1-210T-RV | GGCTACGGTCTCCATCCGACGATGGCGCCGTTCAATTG                 | for amplification of <i>asf1</i> 210T                                                                       |
| asf1_veri_fw    | TCAATCTTGTGCTAACC                                      | verification of <i>asf1</i> presence in PCR tests                                                           |
| asf1_veri_rv    | GTCAACACTGCCATCCTC                                     | verification of <i>asf1</i> presence in PCR tests                                                           |
| egfp_rv         | ACTTGTGGCCGTTTACGTCG                                   | verification of <i>asf1</i> presence in PCR tests by binding to the eGFP tag of complementation vectors     |
| 1751            | GCCATATTTTCTGCTCTCC                                    | verification of <i>asf1</i> presence in PCR tests by binding to the gpd promotor of complementation vectors |
| asf1_dupl1      | CTCACCAGACCTGAAGTTGCGTCC                               | verification of duplication in $\Delta$ asf1 strains                                                        |
| asf1_dupl2      | TAGAGGTACTACGCCATCTCC                                  | verification of duplication in $\Delta$ asf1 strains                                                        |
| asf1_dupl3      | TCAGCGATCATTTGTGAGTGTCCG                               | verification of duplication in $\Delta$ asf1 strains                                                        |
| asf1_dupl4      | GTGGGTGGAAAGTCAAAAGTCTGG                               | verification of duplication in $\Delta$ asf1 strains                                                        |
| asf1_dupl5      | ATATAGCTGGTGATCCCTTCCAGC                               | verification of deletion in duplication in $\Delta$ asf1 strains                                            |
| asf1_dupl6      | ATGGGGAGATTACACAGGTGTTTCG                              | verification of deletion in duplication in $\Delta$ asf1 strains                                            |

**Supplemental Table 3.** Plasmids used in this study.

| Plasmid         | Characteristics                                                                             | Comments                                                                               |
|-----------------|---------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------|
| pDS23           | 8,8 kb, <i>Pgpd::eGFP::TrpC, ura, amp, lacZ</i>                                             | eGFP control for ColP experiments, cloning basis for complementation vectors, eGFP tag |
| pDS23_asf1_WT   | 9,9 kb, pDS23-derivate, <i>asf1(WT)-egfp</i>                                                | <i>asf1</i> wild type complementation and ColP vector, eGFP tag                        |
| pDS23_asf1_D37A | 9,9 kb, pDS23-derivate, <i>asf1(D37A)-egfp</i>                                              | <i>asf1</i> D37A complementation and ColP vector, eGFP tag                             |
| pDS23_asf1_V94R | 9,9 kb, pDS23-derivate, <i>asf1(V94R)-egfp</i>                                              | <i>asf1</i> V94R complementation and ColP vector, eGFP tag                             |
| pGG-H3-Flag     | 5,8 kb, <i>PtrpC::Nat, Pgpd, 3xFlag, LacZa, TrpC, amp, pUC-ori, SMAC_02363</i> (histone H3) | H3 ColP vector, FLAG tag                                                               |
| pGG-H4-Flag     | 5,8 kb, <i>PtrpC::Nat, Pgpd, 3xFlag, LacZa, TrpC, amp, pUC-ori, SMAC_02364</i> (histone H4) | H4 ColP vector, FLAG tag                                                               |
| pGG-ASF1-152T   | 6,6 kb, <i>PtrpC::Nat, Pgpd, eGFP, LacZa, TrpC, amp, pUC-ori, asf1(152T)-egfp</i>           | <i>asf1</i> 152T complementation and ColP vector, eGFP tag                             |
| pGG-ASF1-185T   | 6,8 kb, <i>PtrpC::Nat, Pgpd, eGFP, LacZa, TrpC, amp, pUC-ori, asf1(185T)-egfp</i>           | <i>asf1</i> 185T complementation and ColP vector, eGFP tag                             |
| pGG-ASF1-210T   | 6,9 kb, <i>PtrpC::Nat, Pgpd, eGFP, LacZa, TrpC, amp, pUC-ori, asf1(210T)-egfp</i>           | <i>asf1</i> 210T complementation and ColP vector, eGFP tag                             |

**Supplemental table 4.** Western Blot protocols used in this study.

| <b>H3K27me3 detection</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                        | <b>H3K9me detection</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                         | <b>H3K56ac detection</b>                                                                                                                                                                                                                                                                                                                                                                                                                   |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <p>4 h blocking in TBST (0,1 % Tween-20) with 5 % (w/v) non-fat dry milk</p> <p>10 min wash in TBST (0,1 % Tween-20)</p> <p>16 h incubation Anti H3K27Me3 (Cell Signaling) 1:1000 in TBST (0,1 % Tween-20) with 5 % (w/v) non-fat dry milk</p> <p>3 x 10 min wash in TBST (0,1 % Tween-20)</p> <p>1 h incubation Anti-Rabbit IgG HRP linked (Cell Signaling) 1:5000 in TBST (0,1 % Tween-20) with 5 % (w/v) non-fat dry milk</p> <p>3 x 10 min wash in TBST (0,1 % Tween-20)</p> | <p>4 h blocking in TBST (0,1 % Tween-20) with 5 % (w/v) non-fat dry milk</p> <p>10 min wash in TBST (0,1 % Tween-20)</p> <p>16 h incubation Anti H3K9Me (Merck Millipore) 1:1000 in TBST (0,1 % Tween-20) with 5 % (w/v) non-fat dry milk</p> <p>3 x 10 min wash in TBST (0,1 % Tween-20)</p> <p>1 h incubation Anti-Rabbit IgG HRP linked (Cell Signaling) 1:5000 in TBST (0,1 % Tween-20) with 5 % (w/v) non-fat dry milk</p> <p>3 x 10 min wash in TBST (0,1 % Tween-20)</p> | <p>4 h blocking in TBST (0,1 % Tween-20) with 1 % (w/v) BSA</p> <p>16 h incubation Anti H3K56Ac (Active Motif) 1:1000 in TBST (0,1 % Tween-20) with 1 % (w/v) BSA</p> <p>10 min wash in TBST (0,1 % Tween-20)</p> <p>2 h incubation Anti-Rabbit IgG HRP linked (Cell Signaling) 1:5000 in TBST (0,1 % Tween-20) with 1 % (w/v) BSA</p> <p>3 x 10 min wash in TBST (0,1 % Tween-20)</p>                                                     |
| <b>H3K9Ac</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                    | <b>eGFP tag detection</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                       | <b>FLAG tag detection</b>                                                                                                                                                                                                                                                                                                                                                                                                                  |
| <p>4 h blocking in TBST (0,1 % Tween-20) with 1 % (w/v) BSA</p> <p>16 h incubation Anti H3K9Ac (Active Motif) 1:1000 in TBST (0,1 % Tween-20) with 1 % (w/v) BSA</p> <p>10 min wash in TBST (0,1 % Tween-20)</p> <p>2 h incubation Anti-Rabbit IgG HRP linked (Cell Signaling) 1:5000 in TBST (0,1 % Tween-20) with 1 % (w/v) BSA</p> <p>10 min wash in TBST (0,1 % Tween-20)</p>                                                                                                | <p>1 h blocking in PBST (0,1 % Tween-20) with 5 % (w/v) non-fat dry milk</p> <p>10 min wash in PBS</p> <p>1h incubation in living colors JL-8 (Clontech) 1:2000 in PBST (0,1 % Tween-20) with 5 % (w/v) non-fat dry milk</p> <p>2 x 5 min wash in PBST (0,1 % Tween-20)</p> <p>1 h incubation Anti-Mouse IgG HRP linked (Cell Signaling) 1:1000 in PBST (0,1 % Tween-20) with 5 % (w/v) non-fat dry milk</p> <p>4 x 10 min wash in PBST (0,1 % Tween-20)</p>                    | <p>1 h blocking in TBST (0,05 % Tween-20) with 5 % (w/v) non-fat dry milk</p> <p>10 min wash in TBS</p> <p>1h incubation Mouse Anti-FLAG M2 (Sigma-Aldrich) 1:2000 in TBST (0,05 % Tween-20) with 5 % (w/v) non-fat dry milk</p> <p>10 min wash TBS</p> <p>1 h incubation Anti-Mouse IgG HRP linked (Cell Signaling) 1:5000 in TBST (0,05 % Tween-20) with 5 % (w/v) non-fat dry milk</p> <p>3 x 10 min wash in TBST (0,05 % Tween-20)</p> |

**Supplemental table 5.** Hi-C ligation events.

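Table S5 counts for each Hi-C library the sequenced read pairs, the pairs mapped to the reference genome and the ligation events that remained as contacts, and its percentages divide the contacts by the sequenced pairs. The percentages were calculated again from the listed counts for the 6 libraries, 2 per sample. Contacts made up 8.34% and 18.9% of the reads in the young wild type, 5.26% and 12.6% in the older wild type, and 10.5% and 15.4% in Δasf1. The mean over the libraries was 11.8% with an SD of 4.91, and all libraries pooled gave 12.2%. Replicate 1 had a lower share than replicate 2 in each of the 3 samples, and the older wild type had the lowest share among both the first and the second replicates. The means of the samples were 13.6%, 8.93% and 13.0%, and their difference was not tested with 2 libraries each. Between 90.6% and 93.3% of the reads were mapped, and the contacts were on average 12.9% of the mapped reads. The number of reads ranged from 48173321 to 149315718, and 5 of 6 libraries had more than 50000000.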

| Strain | Genotype        | Replicate | Obtained reads | Mapped pairs | Hi-C contacts | % of reads in Hi-C contacts |
|--------|-----------------|-----------|----------------|--------------|---------------|-----------------------------|
| SN1693 | wild type young | 1         | 50280915       | 46429907     | 4191907       | 8.33                        |
| SN1693 | wild type young | 2         | 55234668       | 51511005     | 10427734      | 18.87                       |
| SN1693 | wild type old   | 1         | 48173321       | 43876915     | 2534375       | 5.26                        |
| SN1693 | wild type old   | 2         | 149315718      | 135385996    | 18809722      | 12.59                       |
| SN1983 | $\Delta$ asf1   | 1         | 50056244       | 45904670     | 5244496       | 10.47                       |
| SN1983 | $\Delta$ asf1   | 2         | 55780155       | 50555623     | 8609712       | 15.43                       |

**Supplemental table 7.** Strains tested for the duplication on chromosome 2.

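Table S7 records for each strain the genotype at the asf1 locus, whether the PCR for the duplication gave a product, and fertility. Counted from the table as it stands here, 32 strains carry the wild-type allele and 29 the deletion, and the duplication is marked as present in 9 and 29 of them. Among the strains that express a variant in the deletion background it is present in 2 of 7 with D37A, 5 of 15 with V94R, 2 of 5 with 152T and 2 of 9 with 185T. A pair of further genotypes appears in this table and not in Table 2, with the duplication in 2 of 4 strains that carry the reintroduced wild-type gene and in 3 of 3 with 210T. Because the paper's Table 2 gives more strains for the wild type and for Δasf1, all tests used its counts. The duplication was present in 21 of 69 wild-type strains, 30.4% with a 95% Wilson interval from 20.8% to 42.1%, and in 42 of 42 Δasf1 strains, with an interval from 91.6% to 100% (two-sided Fisher's exact test, p = 4.31e-15). The variants D37A, V94R, 152T and 185T together had it in 11 of 36 strains, 30.6% with an interval from 18.0% to 46.9%, which did not differ from the wild-type share (two-sided Fisher's exact test, p = 1). The intervals cover counting error only and treat each strain as independent. From the presence of the duplication in all Δasf1 strains, the paper proposes that the viability of the mutant is linked to it.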

| Name of strain | Genotype at the <i>asf1</i> gene locus | Duplication on chromosome 2 | Fertility and phenotype      |
|----------------|----------------------------------------|-----------------------------|------------------------------|
| S 689          | wild type                              | not present                 | fertile, wild type phenotype |
| S 690          | wild type                              | present                     | fertile, wild type phenotype |
| S 692          | wild type                              | present                     | fertile, wild type phenotype |
| S 693          | wild type                              | present                     | fertile, wild type phenotype |
| S 694          | wild type                              | not present                 | fertile, wild type phenotype |
| S 695          | wild type                              | not present                 | fertile, wild type phenotype |
| S 696          | wild type                              | not present                 | fertile, wild type phenotype |
| S 697          | wild type                              | not present                 | fertile, wild type phenotype |
| S 698          | wild type                              | not present                 | fertile, wild type phenotype |
| S 699          | wild type                              | present                     | fertile, wild type phenotype |
| S 700          | wild type                              | present                     | fertile, wild type phenotype |
| S 701          | wild type                              | not present                 | fertile, wild type phenotype |
| S 703          | wild type                              | present                     | fertile, wild type phenotype |
| S 704          | wild type                              | not present                 | fertile, wild type phenotype |
| S 705          | wild type                              | not present                 | fertile, wild type phenotype |
| S 706          | wild type                              | not present                 | fertile, wild type phenotype |
| S 707          | wild type                              | not present                 | fertile, wild type phenotype |
| S 708          | wild type                              | not present                 | fertile, wild type phenotype |
| S 709          | wild type                              | not present                 | fertile, wild type phenotype |
| S 710          | wild type                              | present                     | fertile, wild type phenotype |
| S 896          | wild type                              | not present                 | fertile, wild type phenotype |
| S 897          | wild type                              | present                     | fertile, wild type phenotype |
| S 898          | wild type                              | not present                 | fertile, wild type phenotype |
| S 899          | wild type                              | not present                 | fertile, wild type phenotype |
| S 900          | wild type                              | not present                 | fertile, wild type phenotype |
| S 901          | wild type                              | not present                 | fertile, wild type phenotype |
| S 902          | wild type                              | not present                 | fertile, wild type phenotype |
| S 903          | wild type                              | not present                 | fertile, wild type phenotype |
| S 904          | wild type                              | not present                 | fertile, wild type phenotype |
| S 905          | wild type                              | not present                 | fertile, wild type phenotype |
| S 906          | wild type                              | present                     | fertile, wild type phenotype |
| S 907          | wild type                              | not present                 | fertile, wild type phenotype |

|             |                                 |             |                                  |
|-------------|---------------------------------|-------------|----------------------------------|
| S 917       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 921       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 927       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 928       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 929       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 930       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 931       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 932       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 933       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 934       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 935       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 936       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 959       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 960       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 961       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 962       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 964       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 980       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 981       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 993       | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 1015      | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 1019      | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 1023      | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| S 1025      | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| J 3         | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| J 14        | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| J 37        | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| J 71        | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| J 78        | $\Delta$ asf1                   | present     | sterile, $\Delta$ asf1 phenotype |
| SJM 22.1.3  | $\Delta$ asf1 + pDS23-ASF1-WT   | present     | fertile, wild type phenotype     |
| SJM 25.4.2  | $\Delta$ asf1 + pDS23-ASF1-WT   | present     | fertile, wild type phenotype     |
| SJM 25.2.2  | $\Delta$ asf1 + pDS23-ASF1-WT   | not present | fertile, wild type phenotype     |
| SJM 25.2.4  | $\Delta$ asf1 + pDS23-ASF1-WT   | not present | fertile, wild type phenotype     |
| SJM 26.8.1  | $\Delta$ asf1 + pDS23-ASF1-D37A | not present | fertile, growth aberrations      |
| SJM 26.8.4  | $\Delta$ asf1 + pDS23-ASF1-D37A | not present | fertile, growth aberrations      |
| SJM 26.8.5  | $\Delta$ asf1 + pDS23-ASF1-D37A | not present | fertile, growth aberrations      |
| SJM 26.8.8  | $\Delta$ asf1 + pDS23-ASF1-D37A | not present | fertile, growth aberrations      |
| SJM 26.8.9  | $\Delta$ asf1 + pDS23-ASF1-D37A | present     | fertile, growth aberrations      |
| SJM 26.8.11 | $\Delta$ asf1 + pDS23-ASF1-D37A | not present | fertile, growth aberrations      |
| SJM 26.8.12 | $\Delta$ asf1 + pDS23-ASF1-D37A | present     | fertile, growth aberrations      |

|             |                                 |             |                                  |
|-------------|---------------------------------|-------------|----------------------------------|
| SJM 27.4.1  | $\Delta$ asf1 + pDS23-ASF1-V94R | not present | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.1   | $\Delta$ asf1 + pDS23-ASF1-V94R | not present | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.2   | $\Delta$ asf1 + pDS23-ASF1-V94R | not present | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.3   | $\Delta$ asf1 + pDS23-ASF1-V94R | present     | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.4   | $\Delta$ asf1 + pDS23-ASF1-V94R | present     | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.5   | $\Delta$ asf1 + pDS23-ASF1-V94R | present     | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.6   | $\Delta$ asf1 + pDS23-ASF1-V94R | not present | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.7   | $\Delta$ asf1 + pDS23-ASF1-V94R | not present | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.8   | $\Delta$ asf1 + pDS23-ASF1-V94R | not present | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.9   | $\Delta$ asf1 + pDS23-ASF1-V94R | not present | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.10  | $\Delta$ asf1 + pDS23-ASF1-V94R | not present | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.11  | $\Delta$ asf1 + pDS23-ASF1-V94R | present     | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.12  | $\Delta$ asf1 + pDS23-ASF1-V94R | present     | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.13  | $\Delta$ asf1 + pDS23-ASF1-V94R | not present | sterile, $\Delta$ asf1 phenotype |
| JB 13.1.114 | $\Delta$ asf1 + pDS23-ASF1-V94R | not present | sterile, $\Delta$ asf1 phenotype |
| JB 41.1.1   | $\Delta$ asf1 + pGG-ASF1-152T   | not present | sterile, $\Delta$ asf1 phenotype |
| JB 41.1.3   | $\Delta$ asf1 + pGG-ASF1-152T   | not present | sterile, $\Delta$ asf1 phenotype |
| JB 41.1.18  | $\Delta$ asf1 + pGG-ASF1-152T   | present     | sterile, $\Delta$ asf1 phenotype |
| JB 41.1.22  | $\Delta$ asf1 + pGG-ASF1-152T   | not present | sterile, $\Delta$ asf1 phenotype |
| JB 41.4.3   | $\Delta$ asf1 + pGG-ASF1-152T   | present     | sterile, $\Delta$ asf1 phenotype |
| JB 42.1.2   | $\Delta$ asf1 + pGG-ASF1-185T   | present     | sterile, $\Delta$ asf1 phenotype |
| JB 42.1.3   | $\Delta$ asf1 + pGG-ASF1-185T   | present     | sterile, $\Delta$ asf1 phenotype |
| JB 42.2.1   | $\Delta$ asf1 + pGG-ASF1-185T   | not present | sterile, $\Delta$ asf1 phenotype |
| JB 42.2.2   | $\Delta$ asf1 + pGG-ASF1-185T   | not present | sterile, $\Delta$ asf1 phenotype |
| JB 42.3.1   | $\Delta$ asf1 + pGG-ASF1-185T   | not present | sterile, $\Delta$ asf1 phenotype |
| JB 42.4.1   | $\Delta$ asf1 + pGG-ASF1-185T   | not present | sterile, $\Delta$ asf1 phenotype |
| JB 42.4.3   | $\Delta$ asf1 + pGG-ASF1-185T   | not present | sterile, $\Delta$ asf1 phenotype |
| JB 42.5.1   | $\Delta$ asf1 + pGG-ASF1-185T   | not present | sterile, $\Delta$ asf1 phenotype |
| JB 42.6.1   | $\Delta$ asf1 + pGG-ASF1-185T   | not present | sterile, $\Delta$ asf1 phenotype |
| JB 51.1.13  | $\Delta$ asf1 + pGG-ASF1-210T   | present     | fertile, wild type phenotype     |
| JB 51.1.18  | $\Delta$ asf1 + pGG-ASF1-210T   | present     | fertile, wild type phenotype     |
| JB 51.4.1   | $\Delta$ asf1 + pGG-ASF1-210T   | present     | fertile, wild type phenotype     |

**A**

| genome version                   | v04   | v03  |
|----------------------------------|-------|------|
| genome size [Mb]                 | 39.4  | 38.9 |
| N50 [kb]                         | 5713  | 180  |
| no. of contigs/scaffolds         | 7     | 584  |
| no. of gaps in contigs/scaffolds | 0     | 216  |
| largest contig [kb]              | 9310  | 664  |
| smallest contig [kb]             | 4093  | 1    |
| GC content [%]                   | 52.1  | 52.0 |
| no. of protein-coding genes      | 10420 | 9874 |

**B**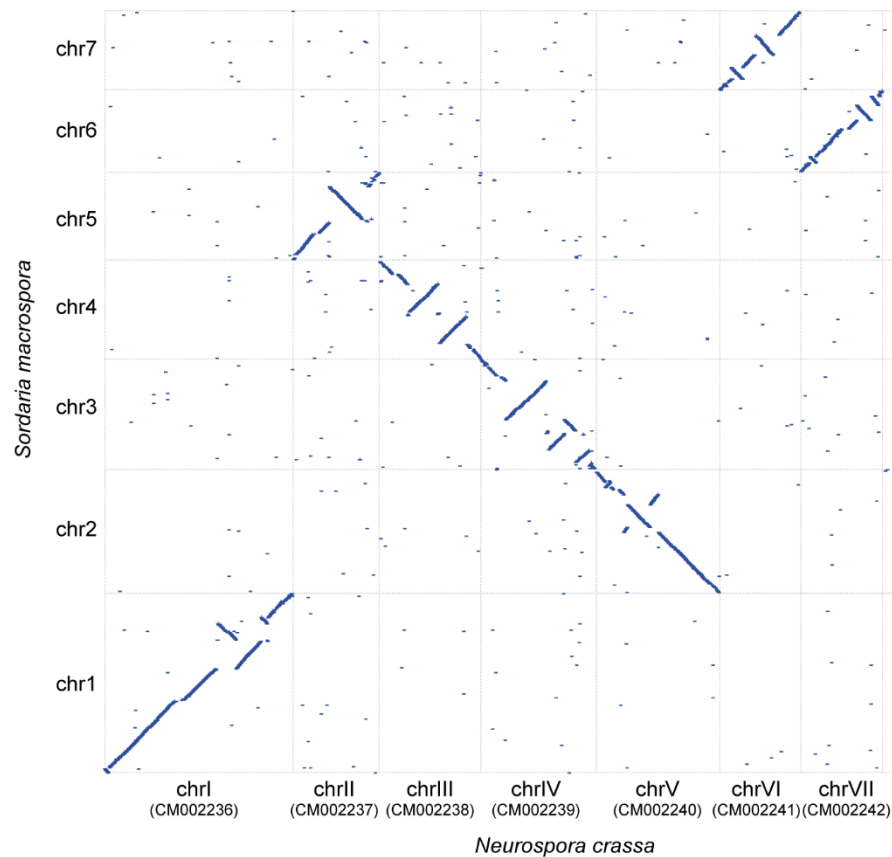

**Supplemental Figure 1.** Features of the *Sordaria macrospora* genome assembly v04. A. Core features of the *S. macrospora* assembly versions v04 (this study) and v03 (Blank-Landeshammer et al. 2019, mBio 10:e02367-02319). B. Nucmer (Kurtze et al. 2004, Genome Biol 5:R12) comparison of the genome assemblies of *S. macrospora* and its close relative *Neurospora crassa* (FungiDB version 52; Galagan et al. 2003, Nature 422:859-868; Basenko et al. 2018, J Fungi 4:39). The nuclear genomes of both ascomycetes comprise seven chromosomes that are largely syntenic except for several inversions or shuffling of regions within each chromosome.

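The gene table that belongs to this assembly lists 10309 protein-coding genes, 445 tRNA genes, 30 rRNA genes and 20 other RNA genes on 7 chromosomes. Panel A gives 10420 protein-coding genes, and the cause of the difference was not examined. Chromosome 1 holds 2387 protein-coding genes and chromosome 7 holds 1081, and the density lies between 25.4 genes per 100 kb on chromosome 4 and 28.0 on chromosome 6. The rRNA genes lie on chromosome 2 between positions 6311210 and 6390603, close to its last annotated position at 6400594. Counted as 3 genes per repeat they form 10 repeats, and the median distance between the starts of successive repeats is 8190 bp. Protein-coding genes cover 58.0% of the sequence up to the last gene or peak of each chromosome. These last positions add up to 39.4 Mb, with 9310 kb for chromosome 1 and 4093 kb for chromosome 7.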

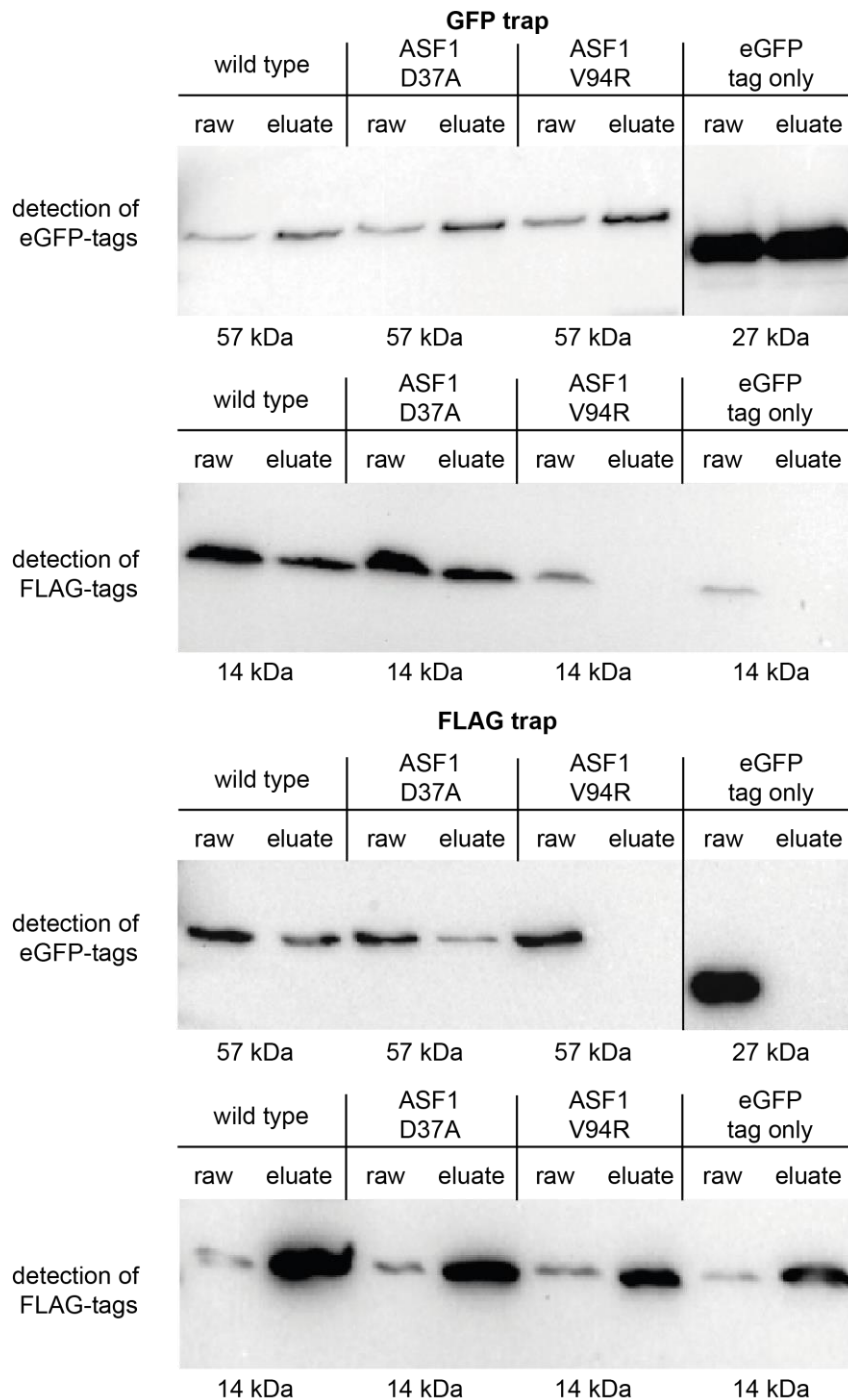

**Supplemental Figure 2.** Co-immunoprecipitation results for ASF1 variants with amino acid substitutions and histone H4. GFP-tagged ASF1 wild type and variants D37A and V94R were used as potential interaction partners for Flag-tagged histone H4 in a GFP trap and a Flag trap. Results were checked by western blot analysis with antibodies against GFP and Flag tags. ASF1 wild type and the D37A variant showed signals for bait and prey proteins in the raw and eluate sample, indicating interaction, whereas the V94R variant showed the signal for the prey protein only in the raw sample. Strains expressing non-fused GFP with the corresponding Flag-tagged H4 were used as a negative control. Uncropped blots are shown in Supplementary Figure 3B.

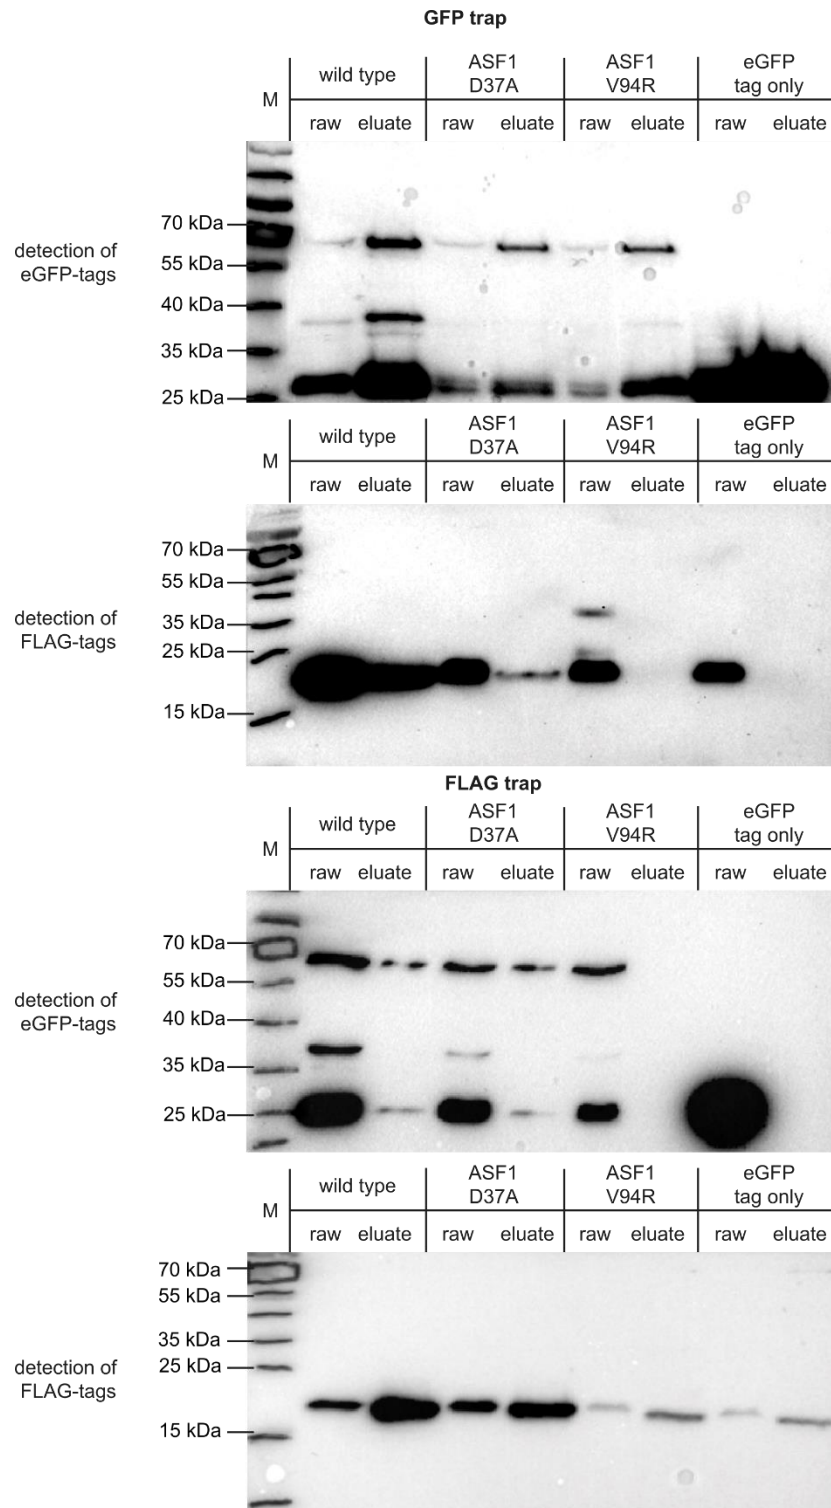

**Supplemental Figure 3A.** Uncropped blots - Co-immunoprecipitation results for ASF1 variants with amino acid substitutions and histone H3. GFP-tagged ASF1 wild type and variants D37A and V94R were used as potential interaction partners for Flag-tagged histone H3 in a GFP trap and a Flag trap. Results were checked by western blot analysis with antibodies against GFP and Flag tags. ASF1 wild type and the D37A variant showed signals for bait and prey proteins in the raw and eluate sample, indicating interaction, whereas the V94R variant showed the signal for the prey protein only in the raw sample. Strains expressing non-fused GFP with the corresponding Flag-tagged H3 were used as a negative control.

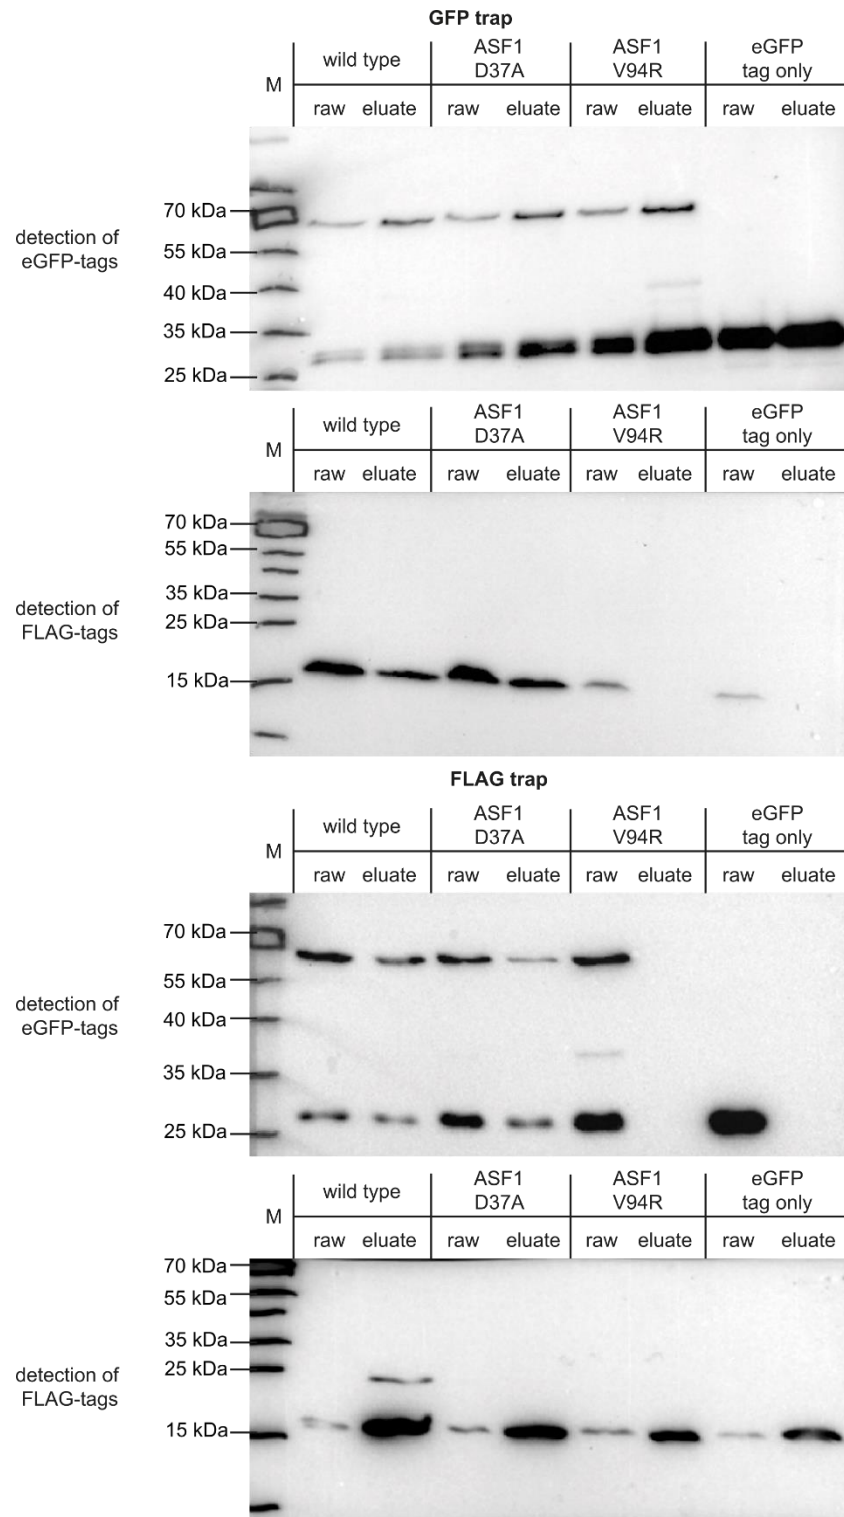

**Supplemental Figure 3B.** Uncropped blots - Co-immunoprecipitation results for ASF1 variants with amino acid substitutions and histone H4. GFP-tagged ASF1 wild type and variants D37A and V94R were used as potential interaction partners for Flag-tagged histone H4 in a GFP trap and a Flag trap. Results were checked by western blot analysis with antibodies against GFP and Flag tags. ASF1 wild type and the D37A variant showed signals for bait and prey proteins in the raw and eluate sample, indicating interaction, whereas the V94R variant showed the signal for the prey protein only in the raw sample. Strains expressing non-fused GFP with the corresponding Flag-tagged H4 were used as a negative control.

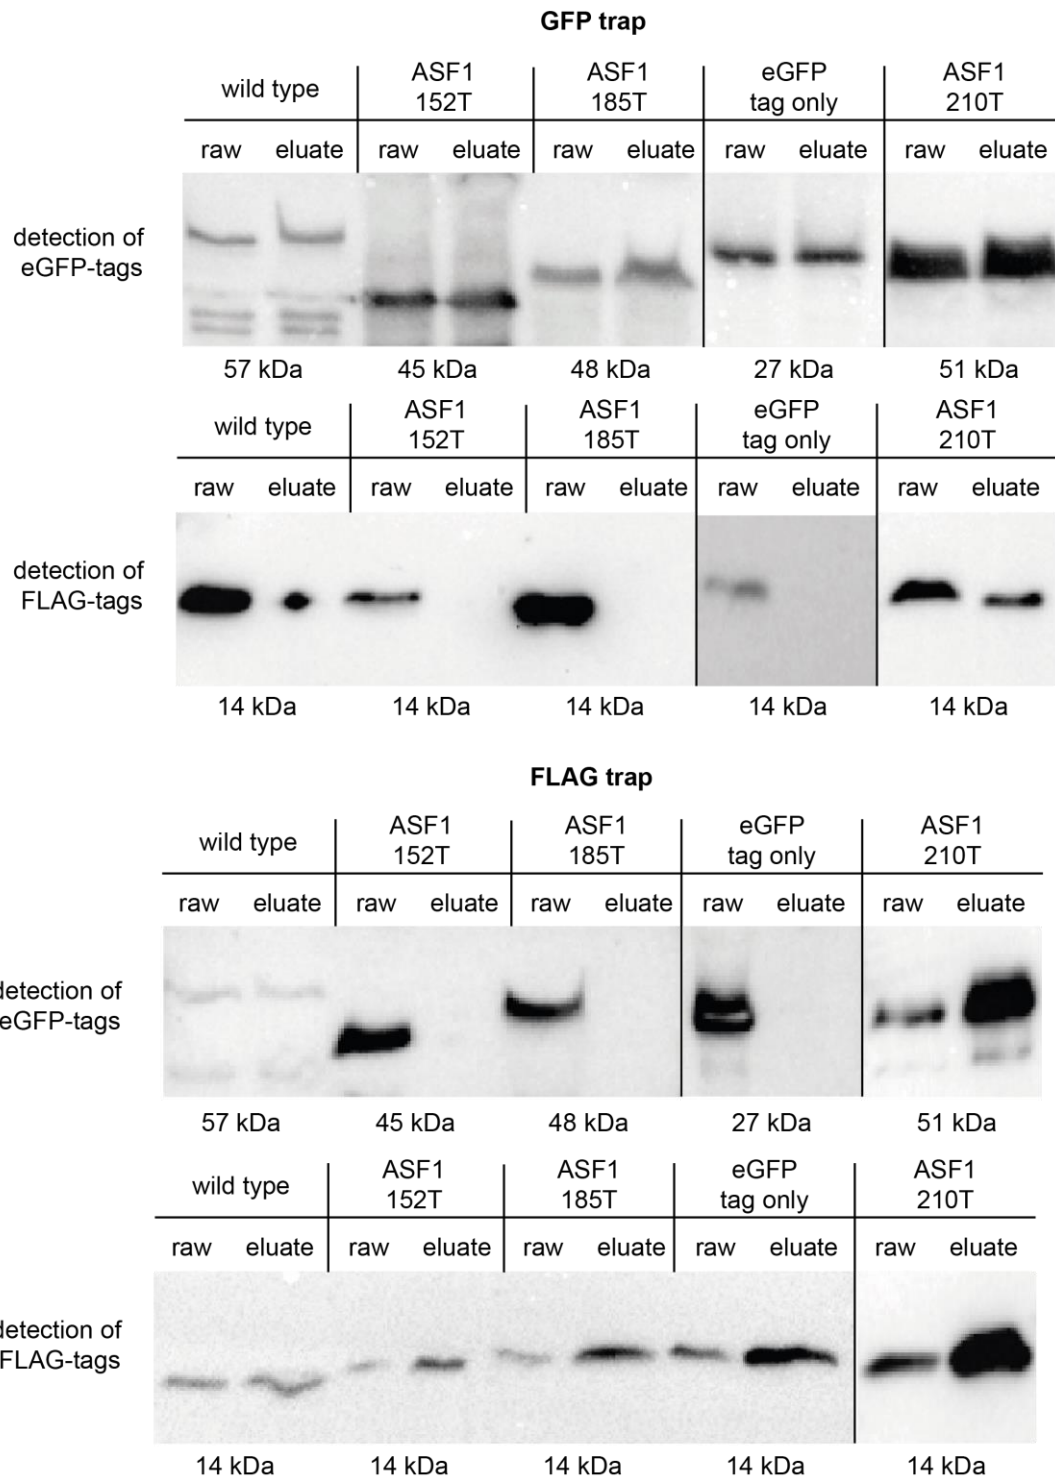

**Supplemental Figure 4.** Co-immunoprecipitation results for truncated ASF1 variants and histone H4. GFP-tagged ASF1 wild type and variants 152T, 185T and 210T were used as potential interaction partners for Flag-tagged histone H4 in a GFP trap and a Flag trap. Results were checked by western blot analysis with antibodies against GFP and Flag tags. ASF1 wild type and the 210T variant showed signals for bait and prey proteins in the raw and eluate sample, indicating interaction, whereas the 152T and 185T variants showed the signal for the prey protein only in the raw sample. Strains expressing non-fused GFP with the corresponding Flag-tagged H4 were used as a negative control. Uncropped blots are shown in Supplemental Figure 5B.

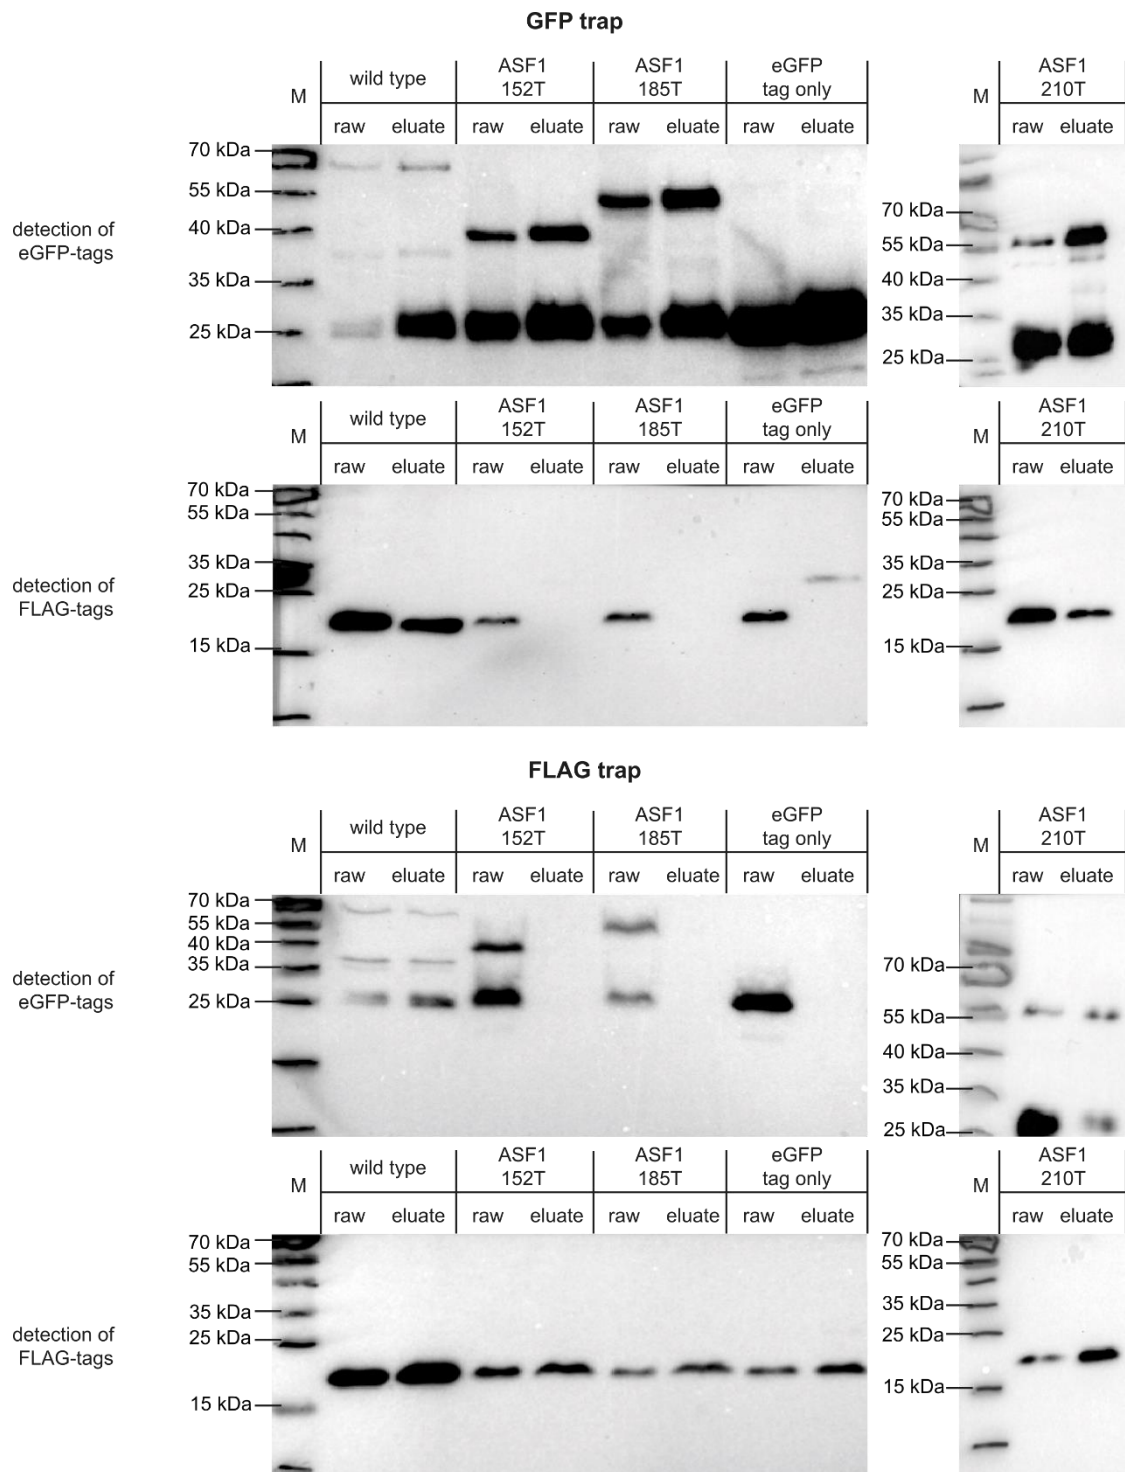

**Supplemental Figure 5A.** Uncropped blots - Co-immunoprecipitation results for truncated ASF1 variants and histone H3. GFP-tagged ASF1 wild type and variants 152T, 185T and 210T were used as potential interaction partners for Flag-tagged histone H3 in a GFP trap and a Flag trap. Results were checked by western blot analysis with antibodies against GFP and Flag tags. ASF1 wild type and the 210T variant showed signals for bait and prey proteins in the raw and eluate sample, indicating interaction, whereas the 152T and 185T variants showed the signal for the prey protein only in the raw sample. Strains expressing non-fused GFP with the corresponding Flag-tagged H3 were used as a negative control.

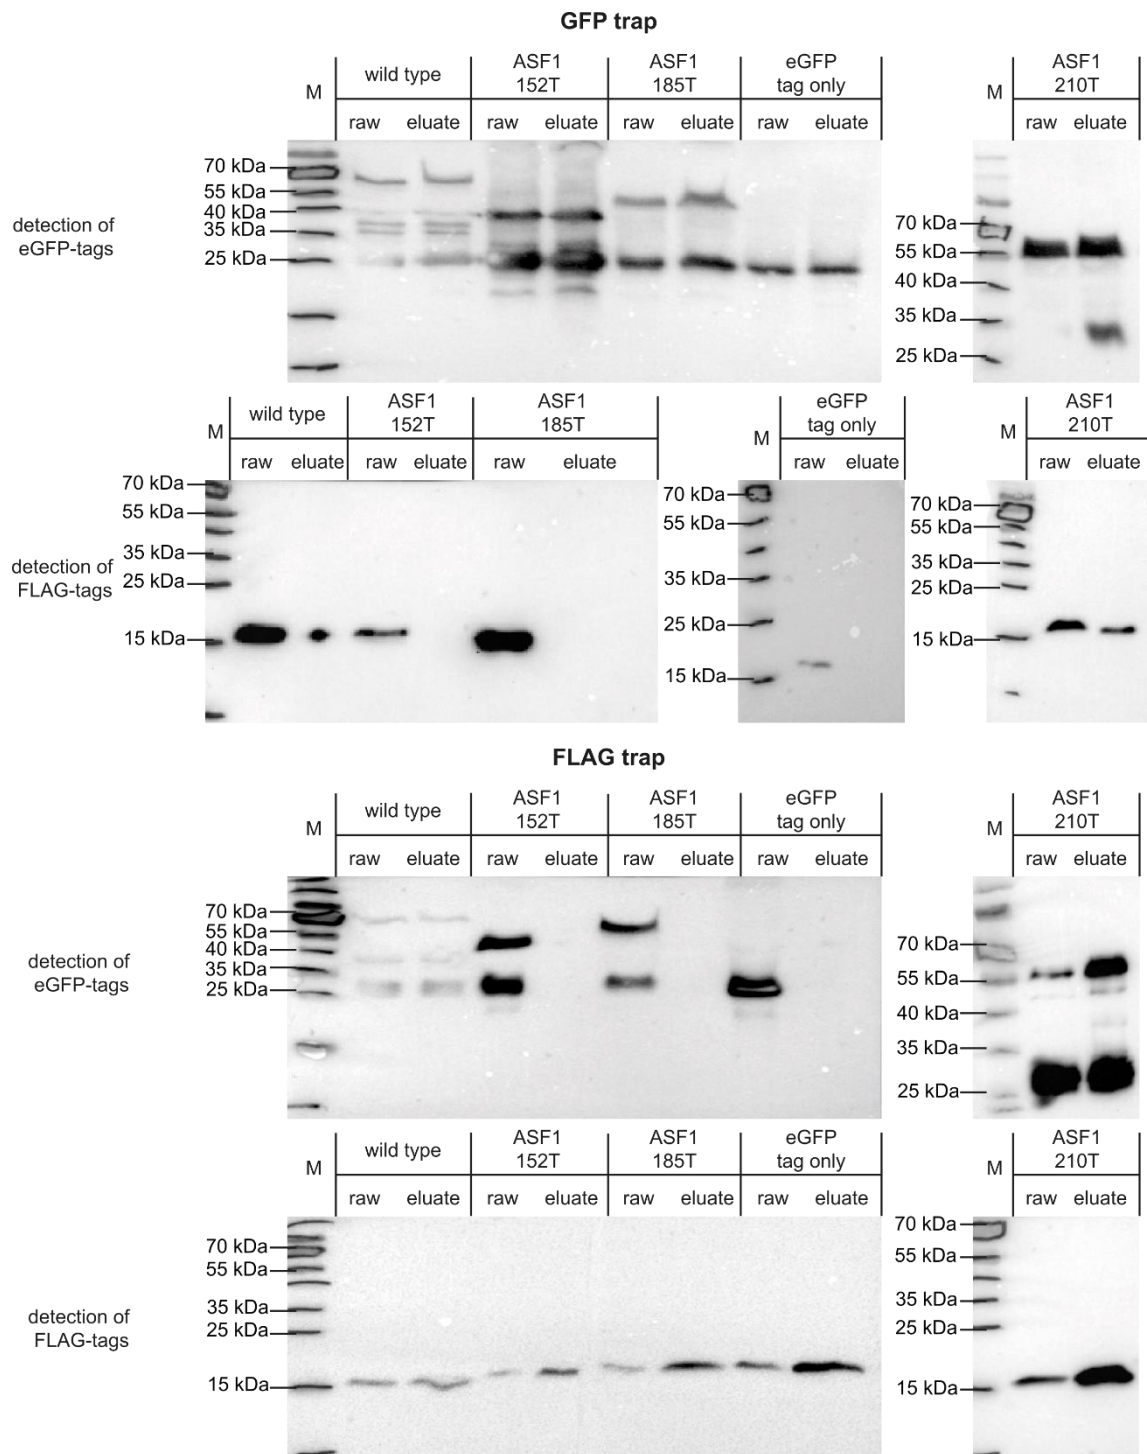

**Supplemental Figure 5B.** Uncropped blots - Co-immunoprecipitation results for truncated ASF1 variants and histone H4. GFP-tagged ASF1 wild type and variants 152T, 185T and 210T were used as potential interaction partners for Flag-tagged histone H4 in a GFP trap and a Flag trap. Results were checked by western blot analysis with antibodies against GFP and Flag tags. ASF1 wild type and the 210T variant showed signals for bait and prey proteins in the raw and eluate sample, indicating interaction, whereas the 152T and 185T variants showed the signal for the prey protein only in the raw sample. Strains expressing non-fused GFP with the corresponding Flag-tagged H4 were used as a negative control.

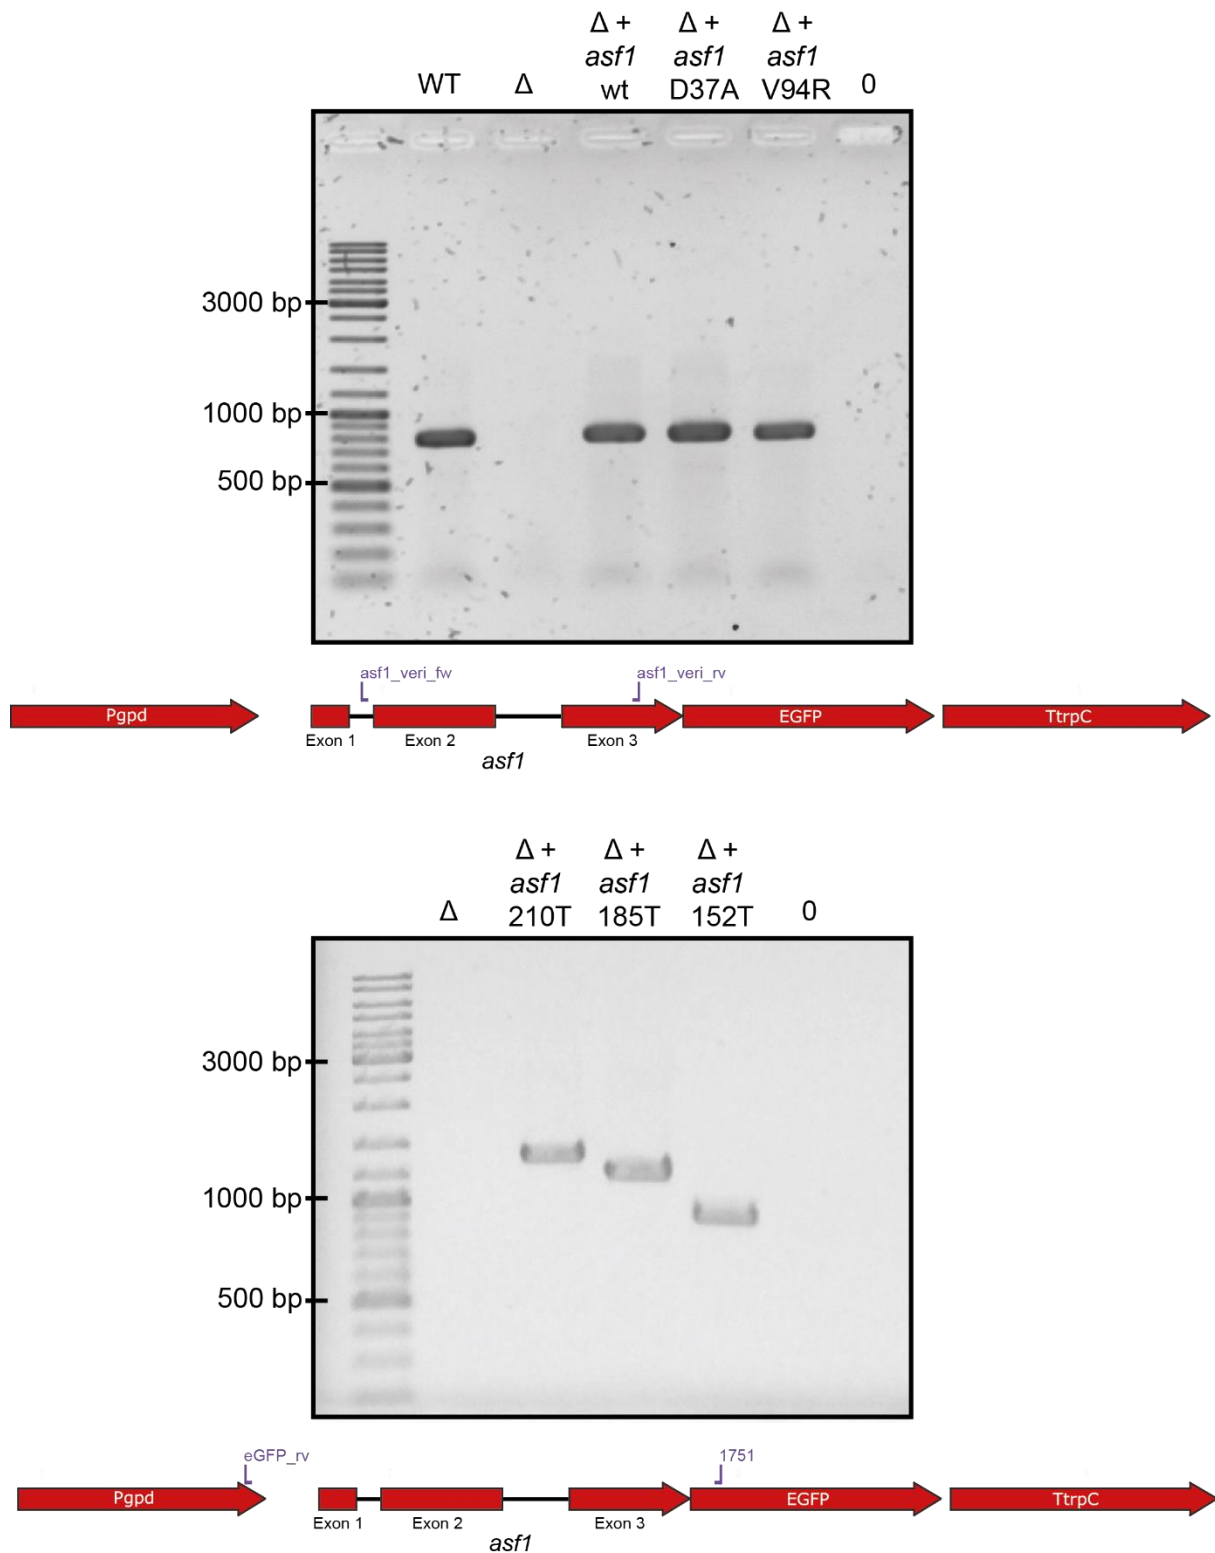

**Supplemental Figure 6.** PCR verification of transformation of  $\Delta asf1$  with *asf1* variants. Primers *asf1\_veri\_fw* and *asf1\_veri\_rv* were used to confirm the integration of the *asf1* wild type, D37A and V94R constructs, amplifying a 786 bp region within the *asf1* gene, which is not present in the deletion mutant. Primers 1751 and *eGFP\_rv* were used to amplify parts of the integrated complementation vectors for *asf1* 152T, 185T and 210T variants, allowing to also verify the integration of the correct length of the truncated variants. The expected bands of 1282 bp for *asf1* 210T, 1207 bp for *asf1* 185T and 918 bp for *asf1* 152T were detected. Abbreviation:  $\Delta$  =  $\Delta asf1$ , 0 = no template control.

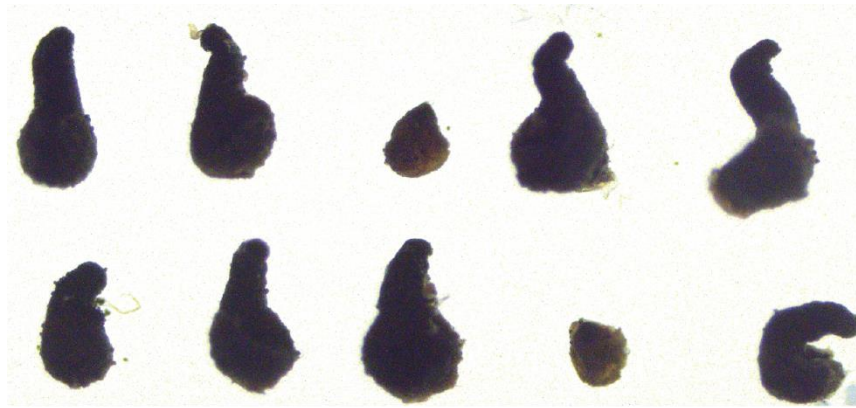

wild type

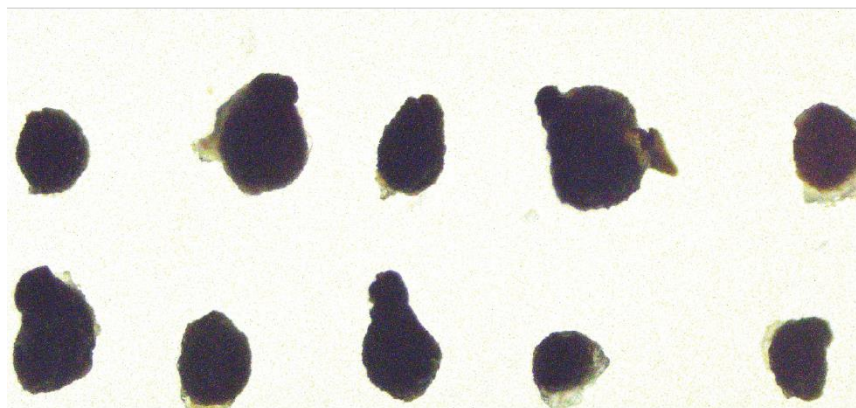

$\Delta$ asf1 + *asf1* D37A

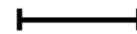

**Supplemental Figure 7.** Comparison of fruiting body morphology of wild type and  $\Delta$ asf1 + *asf1* D37A. While the wild type produces fully grown, cone-shaped perithecia as well as protoperithecia, strains expressing *asf1* with a D37A substitution tend to produce perithecia that appear more rounded and look like giant protoperithecia, although the production of normal perithecia is generally possible. The scale bar represents 300  $\mu$ m.

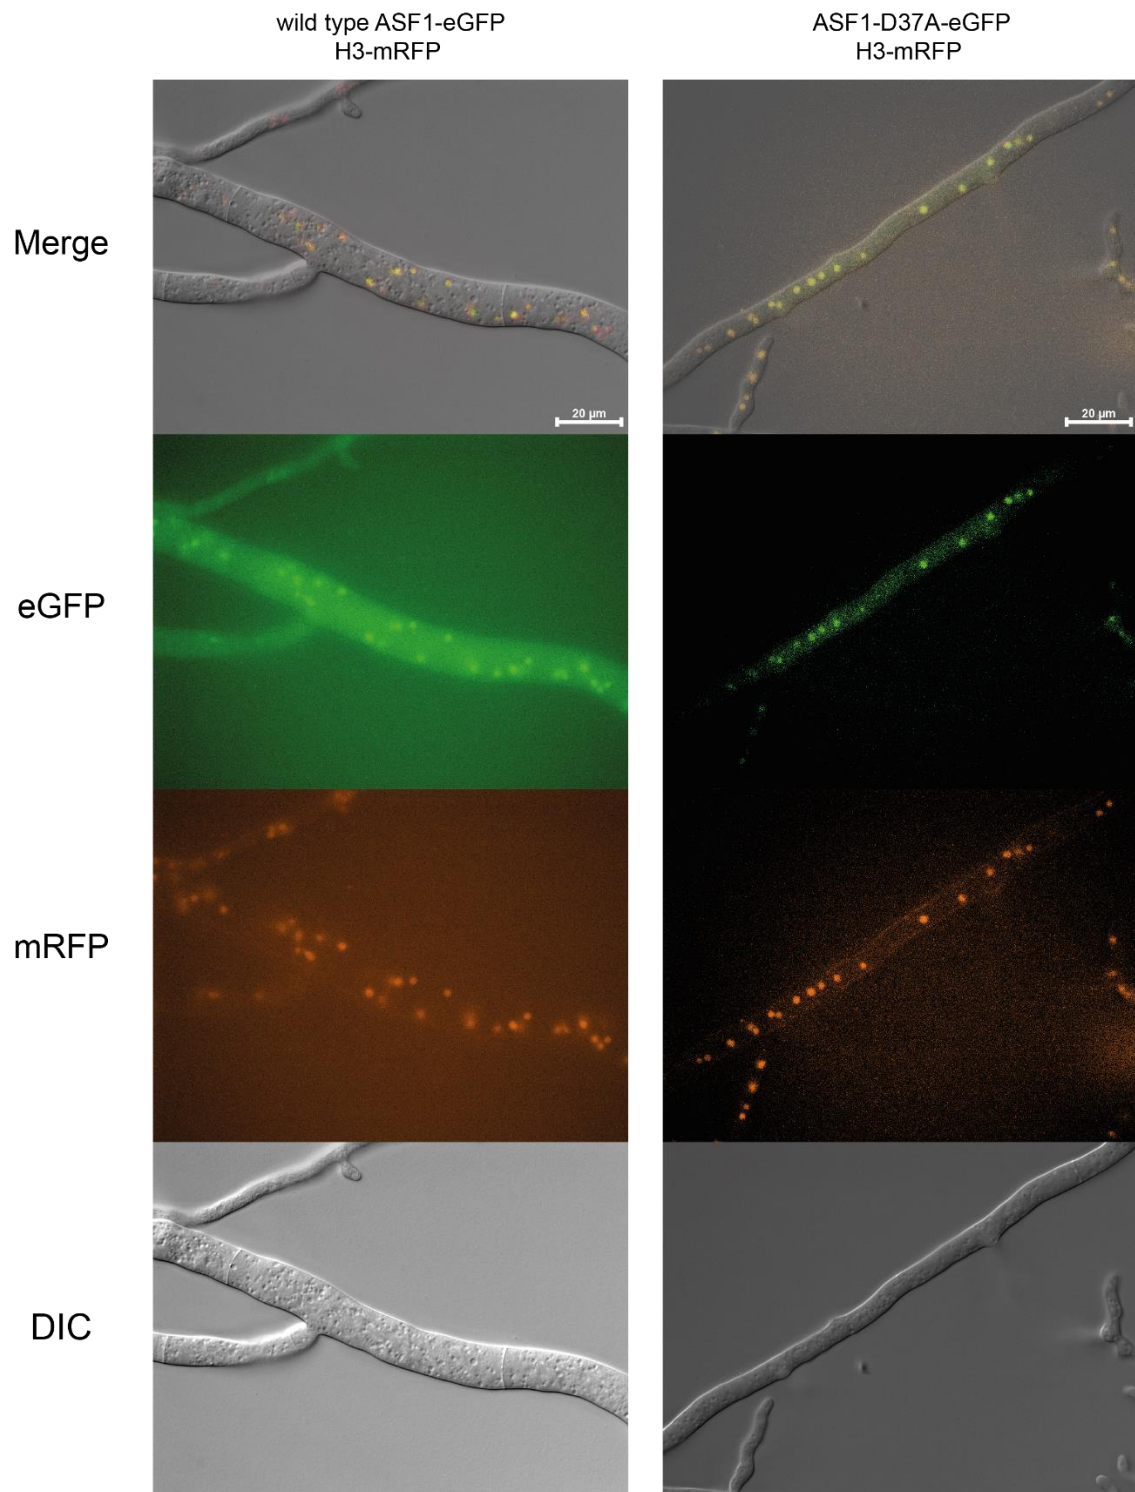

**Supplemental Figure 8A.** Localization of ASF1-variants by fluorescence microscopy. To confirm the correct localization of ASF1 variants in the nucleus, eGFP tagged variants were grown together with a control strain expressing histone H3 with an mRFP tag. Hyphal fusion of both strains leads to nuclear exchange and therefore hyphae that contain both tagged proteins. Both tags colocalized, detectable in the shown overlay images (GFP fluorescence, mRFP fluorescence and differential interference contrast to show hyphal outlines) by yellow - orange fluorescence, thus confirming the nuclear localization of all ASF1 variants.

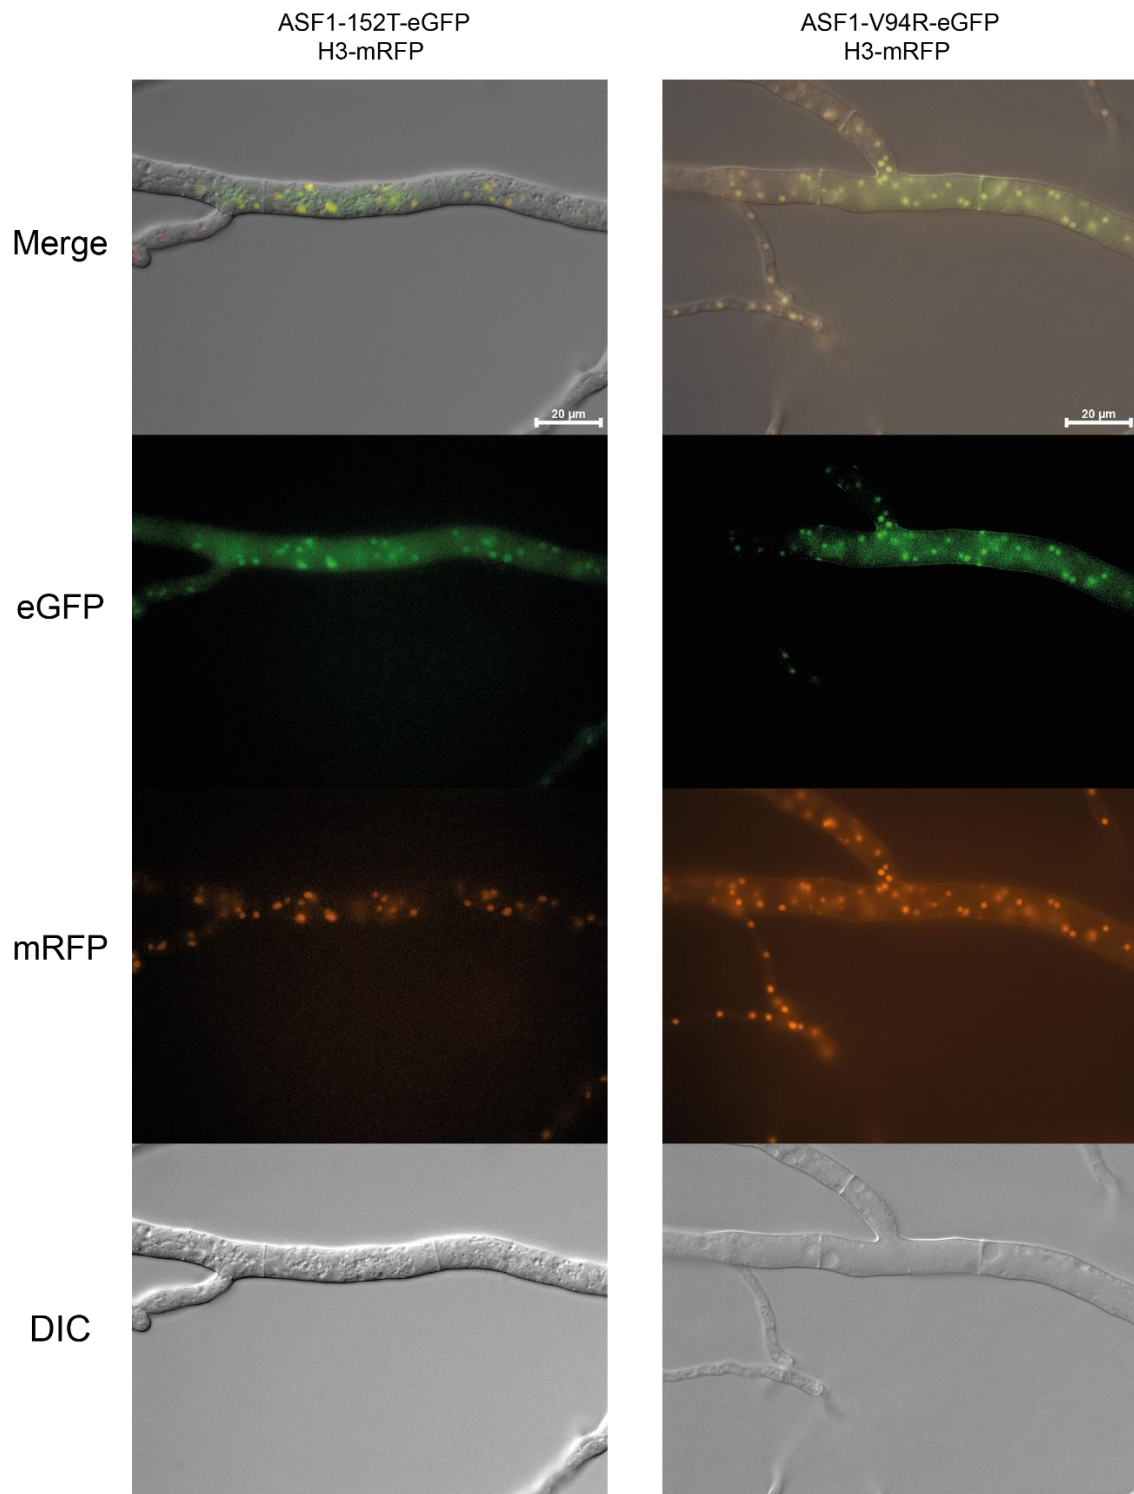

**Supplemental Figure 8B.** Localization of ASF1-variants by fluorescence microscopy. To confirm the correct localization of ASF1 variants in the nucleus, eGFP tagged variants were grown together with a control strain expressing histone H3 with an mRFP tag. Hyphal fusion of both strains leads to nuclear exchange and therefore hyphae that contain both tagged proteins. Both tags colocalized, detectable in the shown overlay images (GFP fluorescence, mRFP fluorescence and differential interference contrast to show hyphal outlines) by yellow - orange fluorescence, thus confirming the nuclear localization of all ASF1 variants.

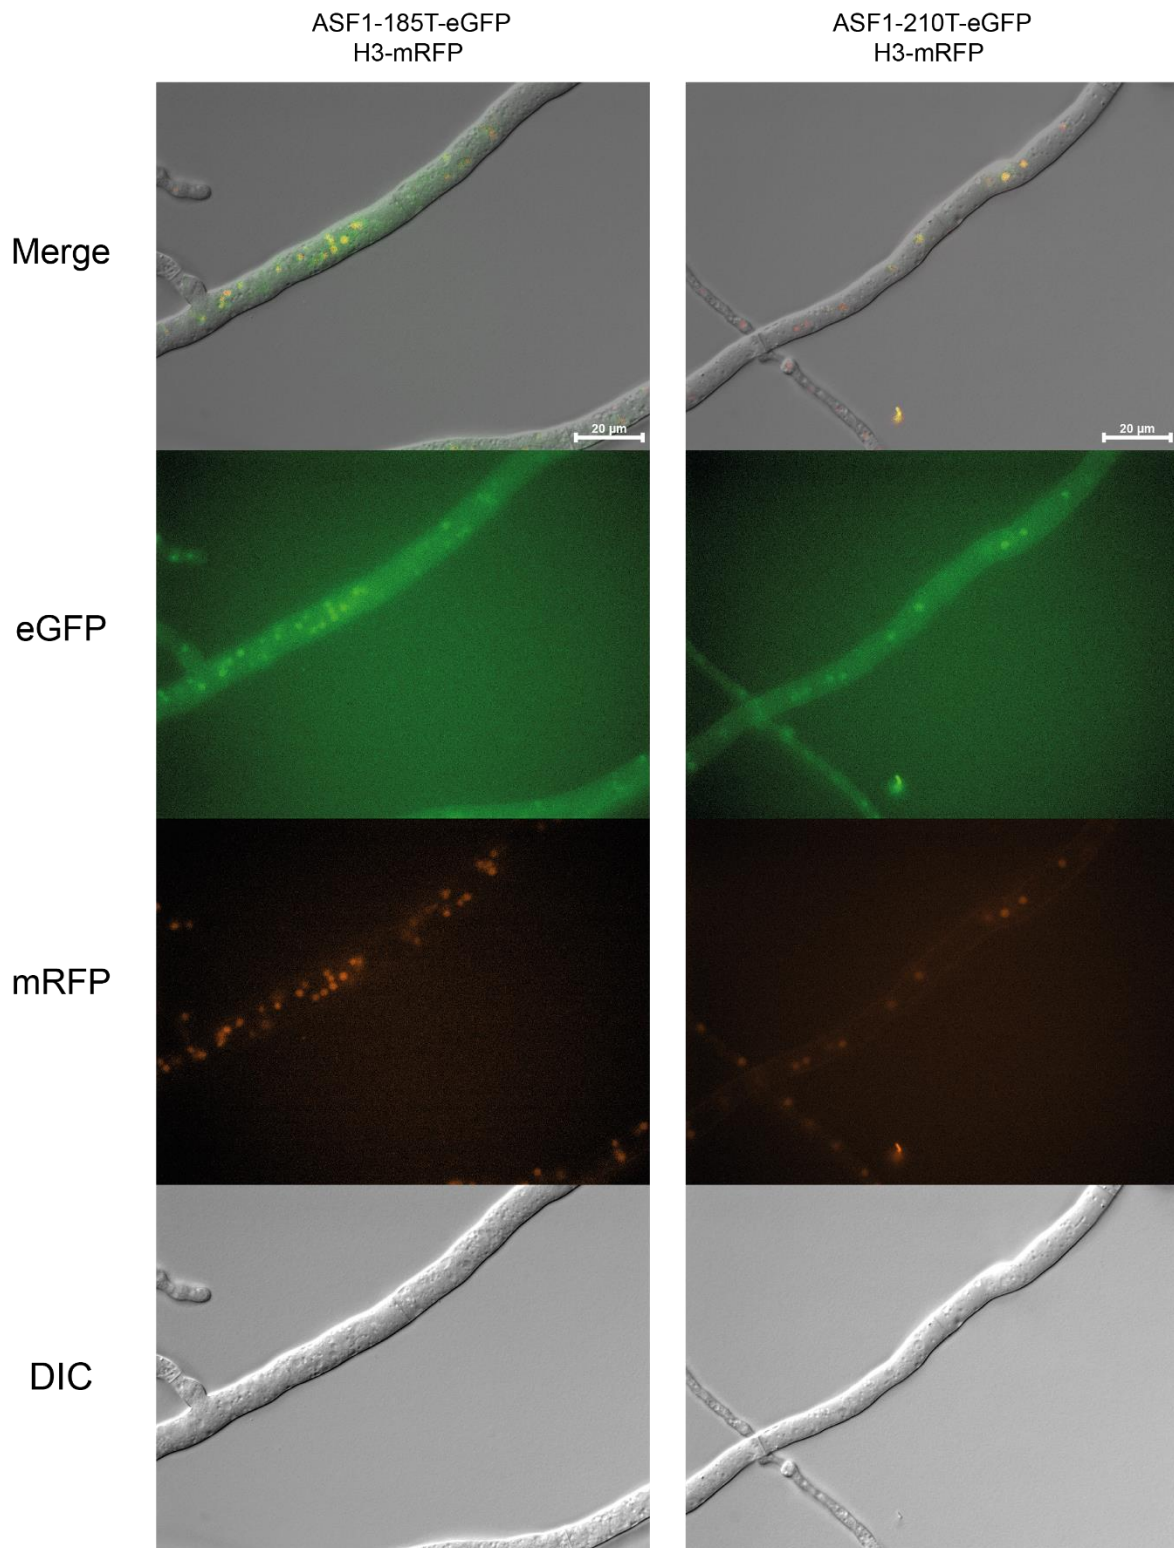

**Supplemental Figure 8C.** Localization of ASF1-variants by fluorescence microscopy. To confirm the correct localization of ASF1 variants in the nucleus, eGFP tagged variants were grown together with a control strain expressing histone H3 with an mRFP tag. Hyphal fusion of both strains leads to nuclear exchange and therefore hyphae that contain both tagged proteins. Both tags colocalized, detectable in the shown overlay images (GFP fluorescence, mRFP fluorescence and differential interference contrast to show hyphal outlines) by yellow - orange fluorescence, thus confirming the nuclear localization of all ASF1 variants.

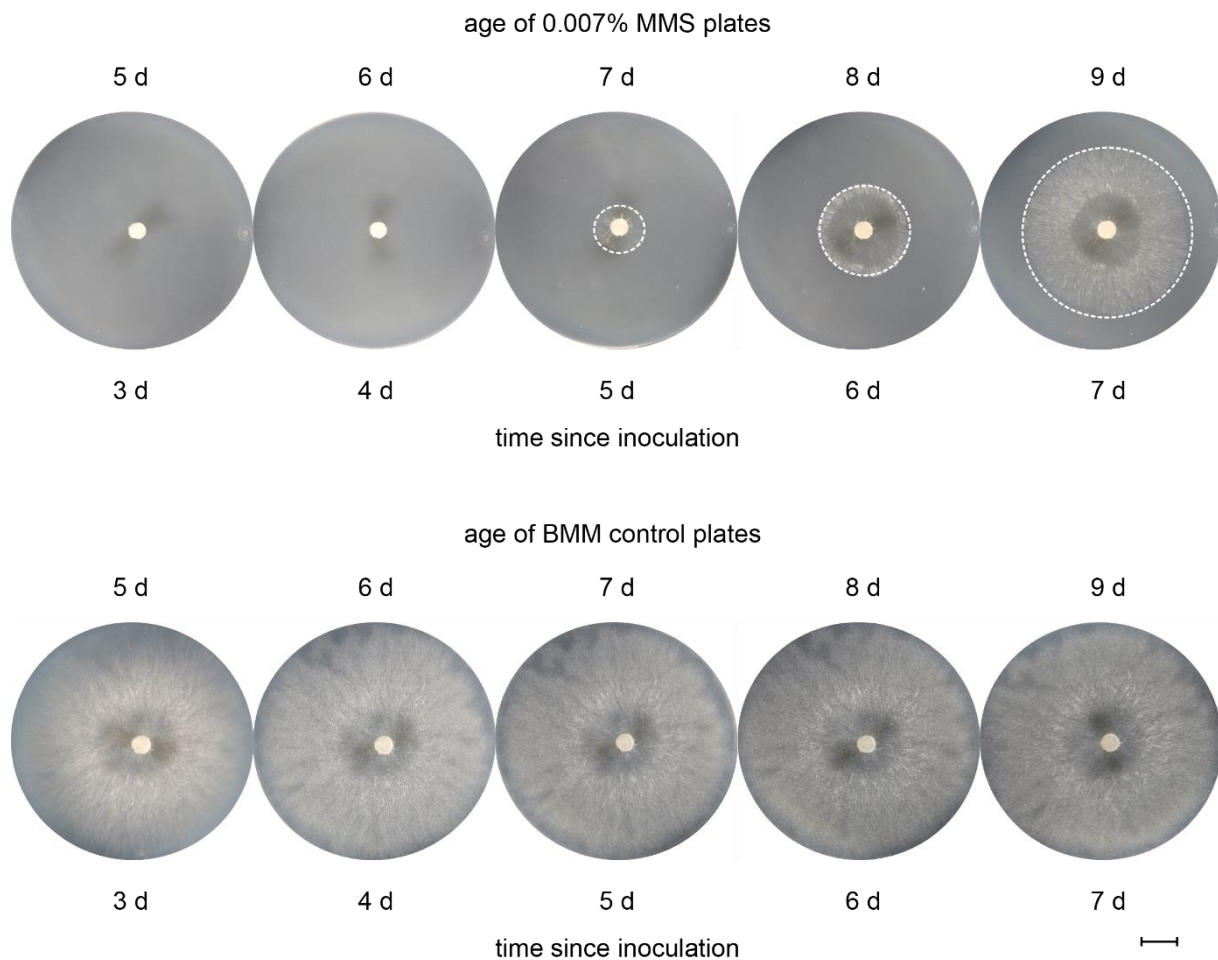

**Supplemental Figure 9.** Validation of the MMS assay. To validate the effect of the highly unstable substance MMS, the sensitive strain  $\Delta$ asf1 was inoculated on 5-day-old BMM plates with 0.007% MMS. While no growth was possible until day 6, small amounts of mycelia were visible by day 7. Thereafter, the strain appeared to be able to grow on the media. Freshly prepared BMM medium containing 0.007% MMS is therefore suitable for the 4-day observation period used in the genotoxic stress assay.

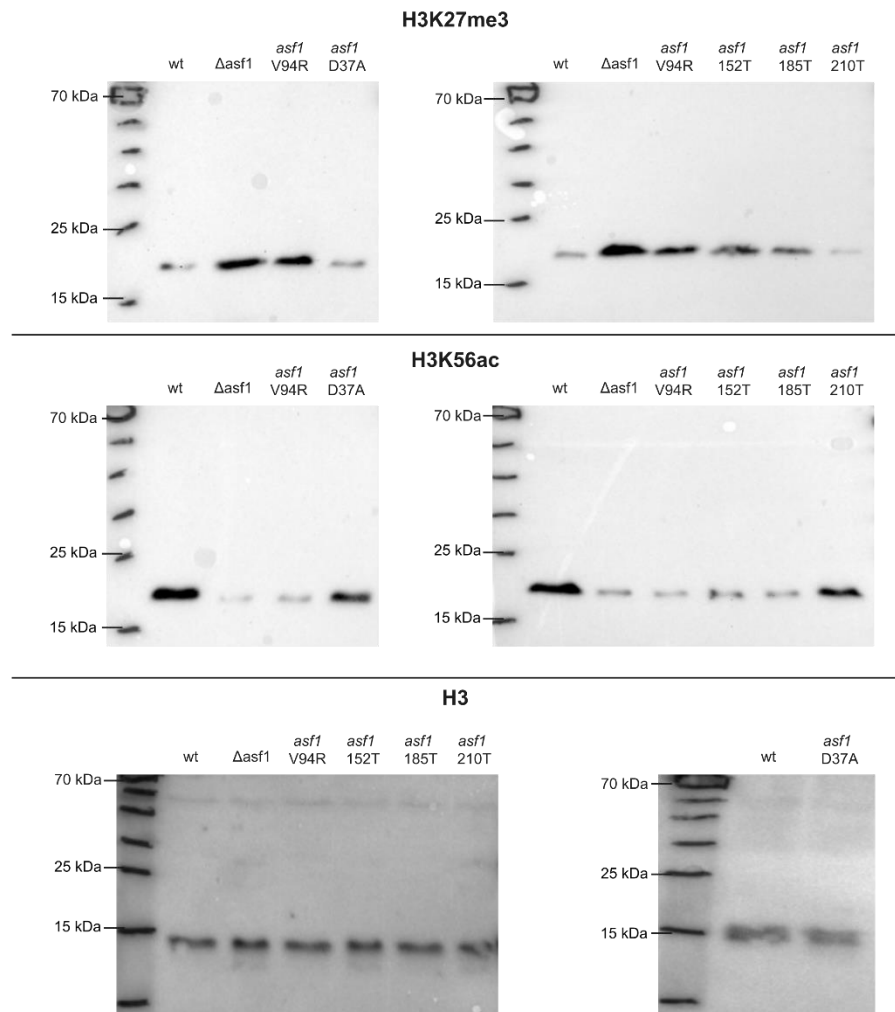

**Supplemental Figure 10.** Uncropped blots - Semiquantitative screening for histone modifications affected by ASF1. Western blots with antibodies against the indicated histone modifications were used to compare the band strength of equal amounts of protein from wild type,  $\Delta$ asf1 and strains expressing *asf1* variants. H3 levels were measured as an internal control.

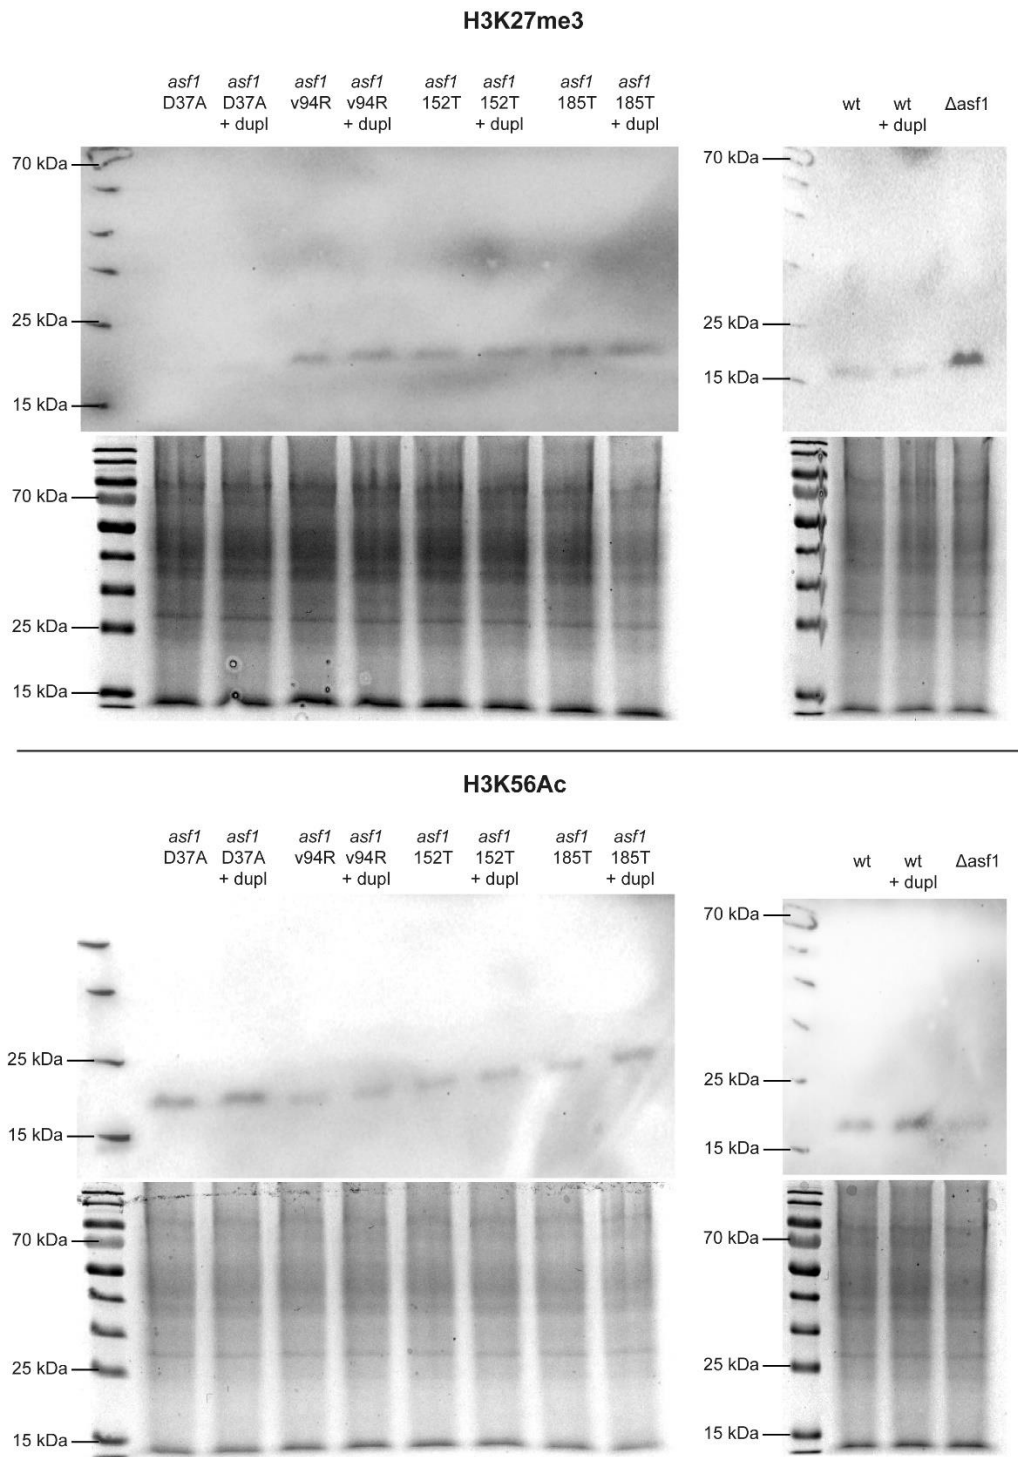

**Supplemental Figure 11.** Histone modification levels in strains with or without duplication on chromosome 2. Western blots with antibodies against the indicated histone modifications were used to compare the band strength of equal amounts of protein from strains expressing ASF1 variants. To assess a possible effect of the duplication on chromosome 2 detected in the Hi-C experiments, strains with and without the duplication were used. Coomassie gels were used to detect possible differences in total protein amount. Strain numbers: Wild type - duplication = SN1693; wild type + duplication = S710; *asf1* V94R - duplication = SJM 27.4.1; *asf1* V94R + duplication = JB 13.1.4; *asf1* D37A - duplication = SJM 26.8.5; *asf1* D37A + duplication = SJM 26.8.9; *asf1* 152T - duplication = JB 41.1.1; *asf1* 152T + duplication = JB 41.1.18; *asf1* 185T - duplication = JB 42.2.2; *asf1* 185T + duplication = JB 42.1.2

How the deposited data were processed for this re-analysis (not part of the article)

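The deposited series holds chromatin immunoprecipitation with an antibody against histone H3 acetylated at lysine 56 (H3K56ac), followed by sequencing, from mycelium of the wild type and of Δasf1. There were 2 immunoprecipitated samples and 2 input samples per strain. The wild type was grown for 2 days and Δasf1 for 3 days at 27°C, cross-linked with 1% formaldehyde for 15 min and digested with micrococcal nuclease at 230 U/ml for 105 min, and 10 µl of antibody was used. The labels do not say to which immunoprecipitated replicate each of the 4 inputs belongs. The article's text does not describe this experiment, so its results stand in the closing section and not beside a sentence of the article.

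The authors deposited 4 peak lists, a pooled list and a list of unique peaks for each strain, in the column order of MACS broad peaks. The authors' lists give for each peak the fold enrichment over the local background (a linear ratio), the −log10 of the p-value and the −log10 of the q-value, each averaged over the peak. The paper's text does not name the peak caller, the aligner or the settings. The lists are labelled as pooled, but the peak names of a strain carry a single library code, which the label of 1 of its inputs names as the library that this input controls for, so whether a list stands for both replicates is not certain. The lists give no value per replicate, so no spread between replicates and no read depth per sample is known, and no interval was given for a fold. The fold and the score are the authors' own values and were used to rank, filter and describe peaks within a list; where a ratio of both strains at shared peaks was taken, its genome-wide median was subtracted, and it says nothing about the absolute level of acetylation. Reads and inputs were not analysed here.

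Positions follow the assembly of the article. The overlap of peaks with genes was highest without a shift (correlation 0.227 in the wild type and 0.317 in Δasf1, against at most 0.0269 and 0.0262 at shifts of 5000 bp or more), so the peaks and the gene table are on the same coordinates. The end of the last gene or peak stood for the length of a chromosome. The gene table gives no strand, so gene starts were not defined and peaks at gene starts were not counted; the share of peak centres inside protein-coding genes was used in their place. The asf1 gene carries no symbol in the gene table and its locus was not examined. Without a genome sequence the primer sites could not be placed, so the bounds of the duplicated parts were those of the outermost genes of Table S6, which had been set as an alternative. Histone H4 was left out of the named genes because its locus tag, SMAC_02364, stands in the gene table beside an older tag of another number. The gene with this tag overlapped 1 wild-type peak and 0 Δasf1 peaks. For 1 gene of Table S6 the older tag also differed, and that gene was kept.

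A peak counted as shared when a peak of the other strain overlapped it by at least 1 bp and as specific otherwise. Shares carry 95% Wilson intervals and were compared with 1000 shuffles of the peaks within their chromosomes. Fold was compared between shared and specific peaks of a list by two-sided permutation tests with 100000 resamples. Counts of specific peaks in the duplicated parts and within 50 kb of chromosome ends were compared by two-sided Fisher's exact tests, and odds ratios had 0.5 added to each count. Values of a part were ranked among 10000 random placements of the same length, which needed at least 5 peaks. Each test treats peaks as units, and peaks are not replicates of a strain.

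The implied background depth of a peak was calculated after the lists had been seen. It is the background pileup at which the listed fold, taken as a ratio of pileups with 1 added to each, has the listed p-value in a Poisson tail, divided by the median of the list. On simulated peaks it returned 2.00 for 2 planted copies and 11.9 for 12, with 0.313% of 959 peaks of a single copy above 1.5. The median implied pileup was 199 in the wild type and 202 in Δasf1, and no peak lay below 182 and 183, so the measure has a floor and cannot show a loss of a copy.

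Table S6 was joined to the gene table by locus tag, Table S5 percentages were calculated again, and strains were counted from Table S7. Because Table S7 as used here lists fewer wild-type and Δasf1 strains than Table 2, tests of the duplication used the counts of Table 2. Bootstrap intervals of medians used 10000 resamples. The named genes were fixed before the data were examined: the genes the paper names by locus tag, the gene nearest to each of the 3 specific peaks with the highest score in each strain, and the 3 genes with the lowest p-value in each part of Table S6. Alternatives to the threshold, the overlap, the bounds of the parts and the score column were listed before the data were examined. So were the windows for neighbouring peaks and chromosome ends. The alternatives for the implied depth and the share inside genes were added later, as was a window of 500 bp on both sides of the Table S6 genes. The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the plot used matplotlib 3.10.9.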

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

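All tests of explanations in this part were chosen only after the results were seen. Each result below is a signal in H3K56ac peak lists on which the article does not report, and each strain has a single list, so the strains are compared as lists without replicates.

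The background depth implied by the fold and p-value of the Δasf1 peaks was 1.97 times the median of the list in part 1 of the duplicated region (41 peaks, from 1.81 to 2.22) and 2.00 times in part 2 (33 peaks, from 1.74 to 2.26). In the internal part between them it was 0.992 (29 peaks). Wild-type peaks gave 1.00, 1.00 and 0.990 in part 1, the internal part and part 2. The bounds in the Δasf1 list lay between peaks that end at 683556 and start at 687044, end at 911975 and start at 918967, end at 1075018 and start at 1077019, and end at 1261940 and start at 1267670. No chromosome as a whole deviated, with medians from 0.994 to 1.01 in Δasf1. The peaks of both parts had a median −log10 q of 4.13 and 3.98, against 2.62 in the rest of the list. A property of the region in both strains is argued against by the wild-type peaks there, none of which exceeded 1.16. Stronger acetylation is argued against by the fold, since the centred log2 ratio of Δasf1 to wild type at shared peaks was -0.05 in part 1 and -0.037 in part 2. These values lay at the percentiles 0.06 and 1 of 10000 random placements, so the fold in the parts was lower than in nearly all of them. The fold is an average over each peak, and Δasf1 peaks had median widths of 2241 bp in part 1 and 2387 bp in part 2. Wild-type peaks there had 1635.5 bp and 1862 bp. In the internal part, where the ratio was -0.0016, the widths were 2169 bp in Δasf1 and 1590 bp in the wild type. The fold was not compared over the same extent, and the cause of the lower fold was not tested. More reads from an added copy of both parts, which the article describes from genome sequencing, remain as a candidate explanation. The lowest value among the 74 peaks of both parts, 1.74, belongs to the observation and is not a separate test of it.

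A pair of neighbouring Δasf1 peaks on chromosome 2, from 1692762 to 1699844, had an implied depth of 1.97 outside the duplicated region described in the article. The wild-type peaks at this place gave 1.26, and the Δasf1 peaks on either side gave 1.01 and 0.981. The locus was singled out after its values were seen, and with 2 peaks no explanation was tested.

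At the rRNA genes near the end of chromosome 2 the implied depth, weighted by peak width, was 12.0 in the wild type (3 peaks, from 11.6 to 13.2) and 19.0 in Δasf1 (10 peaks, from 17.0 to 21.5). The −log10 q reached 78.7 and 195 there. Stronger acetylation alone is argued against in the wild type by the remaining peaks, whose −log10 q was at most 11.9 although their fold reached 1.58, while the fold at the rRNA genes lay between 1.37 and 1.42. In Δasf1 the fold there lay between 1.15 and 1.53, and the −log10 q between 14.8 and 195 with a median of 70.1. The remaining Δasf1 peaks had a −log10 q of at most 16.6 although their fold reached 1.60, which argues against stronger acetylation alone for the peaks of this list taken together; the weakest of the 10 peaks was exceeded by 1 peak elsewhere. Reads of many rRNA repeats placed on the 10 repeats of the assembly are a candidate explanation. The implied depth of 11.6 or more in the wild type cannot decide this, because it is the observation itself. For the difference between the strains, averaging over peaks of different widths is argued against when the Δasf1 values are averaged over the extent of each wild-type peak, which gave 18.8 or more in Δasf1 against at most 13.2 in the wild type. A larger number of rRNA repeats in the Δasf1 strain could give the ratio of 1.59, but it cannot be told apart from differences between single cultures, because the lists hold no value per replicate. The asf1 genotype and the additional day of growth stay open and were not tested.

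Peak centres lay inside protein-coding genes for 48.5% of 1255 wild-type-specific peaks (95% Wilson interval from 45.8% to 51.3%), for 75.0% of 6175 shared wild-type peaks and for 73.9% of 808 Δasf1-specific peaks. Genes cover 58.0% of the genome, and the share of wild-type-specific peaks was below that of the chromosome on 7 of 7 chromosomes. The 1000 shuffles, the lowest of which gave 53.7%, cannot decide whether these peaks are scattered by chance. They placed peaks anywhere on the chromosome, while wild-type-specific peaks avoid the Δasf1 peaks by definition. Of the bases under Δasf1 peaks 78.1% lay inside genes, so the space left to wild-type-specific peaks has a lower genic share than the genome. In 10000 draws of shared wild-type peaks with the same fold and width, the lowest share was 71.6%. These draws cannot exclude weaker and narrower peaks, because shared peaks overlap Δasf1 peaks by definition and specific peaks do not. The share rose to 63.1% when only the 3715 and 3558 peaks with the highest score were compared and to 63.7% with reciprocal overlap, above the level of the genome but below the shared peaks under the same settings at 79.1% and 79.0%. A difference in digestion or growth between the cultures cannot be told apart from the genotype, as each strain was grown for its own number of days and even its shared peaks had their own share, 75.0% in the wild type and 78.3% in Δasf1. A loss of acetylated histone between genes in Δasf1 stays open and was not tested.

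Of the Δasf1 peaks within 50 kb of a chromosome end, 21.0% of 100 were specific to Δasf1, against 11.2% elsewhere (two-sided Fisher's exact test, p = 0.00603). Within 100 kb it was 26.3% of 228 peaks (p = 1.74e-10 in the same exact test). Wild-type-specific peaks made up 19.1% of the wild-type peaks within 50 kb of an end and 16.9% elsewhere (p = 0.579 in the same exact test); whether the strains differ was not tested. A single chromosome end is argued against, as the log2 odds ratio for 100 kb stayed at 1.41 or above when each of the 14 ends was left out in turn. Weaker and narrower peaks are argued against by 10000 draws from fold and width, which gave at most 48 specific peaks at the ends against 60 observed. An added copy of the ends in Δasf1 is argued against by the implied depth of these peaks, with a median of 1.06. The genotype and the growth time of the cultures stay open and were not tested.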

How the results depend on the processing

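No paired analysis was possible because the peak lists give no value per replicate, and for the same reason no replicate was left out and no replicate block was used. Peaks at gene starts and bounds from primer sites were not run. The alternatives for the implied depth and the share inside genes were added after the data were seen, as was the window around the Table S6 genes.

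Of 43 alternatives set before the data were examined, 28 kept the direction and the side of the threshold or stayed within the interval. The stricter threshold left 3715 wild-type and 3558 Δasf1 peaks by construction. Equal numbers left 7117 peaks in each list by construction, and these peak counts say nothing about stability, although they are counted among the 28. The share of wild-type peaks that are shared, 83.1%, was 63.1% at the stricter threshold, 84.5% with equal numbers of peaks, 44.7% with reciprocal overlap and 81.3% by the authors' unique lists. The share of Δasf1 peaks, 88.6%, was 66.8%, 86.9%, 46.7% and 87.1% under the same alternatives. Under each of these settings the observed share exceeded all 1000 shuffles, whose mean was 66.8% for wild-type and 70.5% for Δasf1 peaks at an overlap of 1 bp.

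The log2 odds ratio of Δasf1-specific peaks in the duplicated parts, -0.70, became 0.21 at the stricter threshold (p = 0.599, against p = 0.269 with all peaks, two-sided Fisher's exact tests), and the cause of this change of sign was not tested. The percentile of their number among the random placements rose from 16.5 to 99.9, which follows from the filter: the score grows with the depth, so that 66 of 74 peaks in the parts but 3492 of 7043 elsewhere were kept. The centred log2 ratio of strength at shared peaks was -0.05 in part 1, -0.037 in part 2 and -0.0016 in the internal part for the fold. With −log10 q in place of the fold it was 0.43 in part 1 and 0.54 in part 2, as −log10 q grows with the implied depth at a given fold. With bounds read by eye from Fig. 7B the internal part gave 0.0029, and with reciprocal overlap part 2 gave -0.036 at the percentile 2.80 of the random placements, against 1 with an overlap of 1 bp; the cause was not tested.

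Specific peaks had a lower median fold than shared peaks in both strains under 6 of 6 alternatives, by 0.0152 to 0.0458. The excess of Δasf1-specific peaks at chromosome ends within 100 kb and the difference between the means of the parts in Table S6 kept their direction and stayed past the threshold. The fold changes of Table S6 had been seen before the test of the parts was written. Among the genes with a listed p-value below 0.05, 8 in part 1 and 17 in part 2, the medians differed by 2.36, but this selection removes genes with a fold change near 0 and says nothing about stability, although it is counted among the 28. The implied depth in Δasf1 lay between 1.95 and 1.97 in part 1 and between 1.97 and 2.00 in part 2 under the 4 alternatives for each part, and between 0.985 and 1.00 in the internal part and in the wild type. The fold of most peaks is close to 1, with medians of 1.25 and 1.26, which limits what a ratio of folds can show.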

Differences from the paper's values

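Table S7 as used here lists 32 wild-type strains, against the paper's 69 in Table 2, and 9 of them carry the duplication, against the paper's 21. The shares were 28.1% and the paper's 30.4%. For Δasf1 it lists 29 strains, against the paper's 42, all with the duplication in both. Whether the copy of Table S7 used here is complete is not known, so the lower counts may not be a difference from the paper. For V94R, 5 of 15 strains is 33.3%, while Table 2 prints 30%. The gene table lists 10309 protein-coding genes, against 10420 in Supplemental Figure 1. No alternative set before the data were examined changes a count from Table S7; the counts printed in Table 2 were used for the tests. The paper states that the wild-type strains fit free recombination of the duplication and the asf1 allele, while 21 of 69 strains lay below an even segregation in a two-sided exact binomial test against 50% (p = 0.00155).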

Other observations

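All tests of explanations in this part were chosen only after the results were seen.

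The wild-type list held 7430 peaks that cover 42.2% of the genome and the Δasf1 list 7117 peaks that cover 37.7%. Their median widths were 1634.5 bp and 1525 bp, and their median −log10 q was 2.21 and 2.64. Of the wild-type peaks, 6175 (83.1%, 95% Wilson interval from 82.2% to 83.9%) overlapped a Δasf1 peak, and 6309 of the Δasf1 peaks (88.6%, from 87.9% to 89.4%) overlapped a wild-type peak. Shuffled peaks gave 66.8% and 70.5%. Specific peaks were weaker, with a median fold of 1.22 against 1.25 in the wild type and 1.22 against 1.26 in Δasf1 (two-sided permutation tests with 100000 resamples, p = 1e-05 in both, the smallest p these resamples can give), and narrower, with median widths of 931 bp against 1888 bp and 798.5 bp against 1661 bp. The authors' unique lists hold 1389 wild-type and 920 Δasf1 peaks; they are the peaks of which no single peak of the other strain covers 10% or more, a rule that placed 7430 of 7430 and 7117 of 7117 peaks. Of the unique peaks, 134 and 112 overlap the other strain's list by at least 1 bp.

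In both duplicated parts together, 5 of 74 Δasf1 peaks were specific, against 803 of 7043 elsewhere (two-sided Fisher's exact test, p = 0.269), and 3 of 29 were specific in the internal part. The 5 peaks start at 734409, 805938 and 831458 in part 1 and at 1109187 and 1246907 in part 2, and the 3 peaks at 935349, 1007340 and 1065423. The count of 5 lay at the percentile 16.5 of 10000 random placements. At the stricter threshold 24 of 66 peaks were specific, at the percentile 99.9 of the placements, whose median was 13; this threshold kept 66 of 74 peaks in the parts but 3492 of 7043 elsewhere, and the share of specific peaks was 36.4% in the parts and 33.2% elsewhere. Among the 108 genes of Table S6 with a fold change, 86 overlapped a peak in both lists, 8 only in Δasf1 and 1 only in the wild type. Of the 8 genes with a peak only in Δasf1, 4 had a positive fold change, as had SMAC_04386, the 1 gene with a peak only in the wild type (two-sided Fisher's exact test, p = 1), and counts this small cannot show a relation. These peaks and this gene were named after their values were seen.

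Peaks were spread at 18.3 to 19.9 per 100 kb over the chromosomes in the wild type and at 17.5 to 18.4 in Δasf1. The wild-type-specific peaks with the highest score lie on chromosome 2 from 941177 to 941458, within the internal part and 1682 bp from SMAC4_13206, on chromosome 2 from 5356783 to 5359073, 1125 bp from SMAC4_13311, and on chromosome 3 from 4416894 to 4417815, over SMAC4_01139. Those of Δasf1 lie on chromosome 6 from 2014535 to 2014847, over SMAC4_04923, on chromosome 1 from 8971402 to 8973004, over SMAC4_13158, and on chromosome 6 from 1410588 to 1410921, over SMAC4_06034. The histone H3 gene SMAC_02363, on chromosome 5 from 2835879 to 2837027, overlapped 1 peak in each list, with a −log10 q of 3.44 in the wild type and 1.71 in Δasf1.

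A single Δasf1 peak on chromosome 2 from 6126426 to 6128564 had an implied depth of 1.87, and the wild-type peak that overlaps it had 1.56. It was singled out after its value was seen, and no biological explanation was tested.

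In Table S6 the log2 fold changes centred near 0 in part 1 and near 1 in part 2. A doubled gene dose that acts on all genes of both parts is argued against by part 1, where the upper end of the interval of the median was 0.18. The larger methylation surplus of part 1 genes is argued against by the 23 part 1 genes with a surplus of at most 3.61%, the upper quartile of part 2. The median log2 fold change of these 23 genes was -0.11. The surplus is a difference between the strains, so the level of methylation in the wild type was not examined. Within a part, fold change and methylation surplus were unrelated across genes (Spearman's rho 0.069 with p = 0.599 and Pearson's r -0.049 with p = 0.706 in part 1, rho -0.018 with p = 0.905 and r -0.034 with p = 0.812 in part 2, permutation tests; both rho have an adjusted p of 1 over the 2 relations), and genes are not independent replicates. A strain without the duplication of part 1 in the earlier expression experiment could give 48.3% of part 1 genes with a positive fold change, but this cannot be told apart from other causes, because copy number in that strain was not analysed here and Table S6 lists no genes outside the parts.

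The paper's count of 21 wild-type strains with the duplication among 69 is fewer than an even segregation gives. Chance is argued against by the exact binomial test (p = 0.00155). This test was listed before the peak lists were examined, but the count itself had been seen before the test was written. Strains with the reintroduced wild-type gene (2 of 4 with the duplication) and with 210T (3 of 3) are not in Table 2 and were not added. With the D37A, V94R, 152T and 185T strains of Table 2 added, the share was 32 of 105 strains, or 30.5% (two-sided exact binomial test, p = 7.81e-05). Strains that are not independent of each other may weaken both results. With the numbers of wild-type strains halved, 10 of 34, the exact binomial test gave p = 0.0243. The share with the variant strains added was not examined in this way. Because the strains of one cross or ascus are not marked in Table S7, dependence between strains cannot be told apart from a real deficit. A lower viability of spores with the duplication stays open and was not tested.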
